# Notch3 signaling promotes tumor cell adhesion and progression in a murine epithelial ovarian cancer model

**DOI:** 10.1371/journal.pone.0233962

**Published:** 2020-06-11

**Authors:** Jessica C. Price, Elham Azizi, L. A. Naiche, Jenny G. Parvani, Priyanka Shukla, Seoyeon Kim, Jill K. Slack-Davis, Dana Pe’er, Jan K. Kitajewski

## Abstract

High grade serous ovarian cancer (HGSC) is the most common and deadly type of ovarian cancer, largely due to difficulties in early diagnosis and rapid metastasis throughout the peritoneal cavity. Previous studies have shown that expression of Notch3 correlates with worse prognosis and increased tumorigenic cell behaviors in HGSC. We investigated the mechanistic role of Notch3 in a model of metastatic ovarian cancer using the murine ovarian surface epithelial cell line, ID8 IP2. Notch3 was activated in ID8 IP2 cells via expression of the Notch3 intracellular domain (Notch3IC). Notch3IC ID8 IP2 cells injected intraperitoneally caused accelerated ascites and reduced survival compared to control ID8 IP2, particularly in early stages of disease. We interrogated downstream targets of Notch3IC in ID8 IP2 cells by RNA sequencing and found significant induction of genes that encode adhesion and extracellular matrix proteins. Notch3IC ID8 IP2 showed increased expression of ITGA1 mRNA and cell-surface protein. Notch3IC-mediated increase of ITGA1 was also seen in two human ovarian cancer cells. Notch3IC ID8 IP2 cells showed increased adhesion to collagens I and IV *in vitro*. We propose that Notch3 activation in ovarian cancer cells causes increased adherence to collagen-rich peritoneal surfaces. Thus, the correlation between increased Notch3 signaling and poor prognosis may be influenced by increased metastasis of HGSC via increased adherence of disseminating cells to new metastatic sites in the peritoneum.

## Introduction

Ovarian cancer is the deadliest gynecologic malignancy and expected to be the 5^th^ leading cause of cancer death in women in the United States in 2017 [1]. The most common subtype of ovarian cancer is high grade serous ovarian cancer (HGSC). Standard treatment for HGSC includes surgical cytoreduction and combination chemotherapy with platinum and taxane [2, 3]. HGSC recurs in over 80% of cases that were initially disseminated beyond the pelvis [2, 4]. Due to rapid dissemination and few or non-specific symptoms, approximately 70–75% of ovarian cancers are discovered after dissemination of disease [5, 6].

HGSC metastasizes either by direct invasion of adjacent organs or by dissemination in the peritoneal fluid to new sites on the peritoneal lining [5, 6]. The peritoneal lining consists of a single layer of mesothelial cells over collagen-rich extracellular matrix and other stroma, and ovarian cancer is thought to preferentially attach to sites where the mesothelial layer is disrupted and extracellular matrix is exposed [7]. Once tumor cells adhere, they further reduce the integrity of the peritoneal mesothelial layer by triggering mesothelial contraction, metalloprotease expression, and increased cytokine and growth factor signaling, leading to increased invasion, motility, and further growth of metastases [6, 8].

Ovarian cancers often cause dramatic increases in the amount of peritoneal fluid, called ascites, which can result from tumor cell blockage of lymph nodes and/or an increase in vascular leakage in the tumors or adjacent tissues of the peritoneum [5, 6]. Ascites accumulation can increase the peritoneal fluid from less than 20mL to volumes over 500mL and can cause considerable patient distress [6]. Ascites accumulation is correlated with worse prognosis [6, 9], possibly because ascites contains growth factors, extracellular matrix proteins, proteolytic enzymes, and inflammatory signals that support tumor growth and dissemination [6]. Increasing intraperitoneal pressure due to ascites may also directly induce metastatic epithelial to mesenchymal transition [10].

Ovarian tumors frequently show high levels of Notch3 signaling, particularly in HGSC cases and HGSC-derived cell lines. Physiologic Notch3 signaling depends on Notch ligand interactions (Jagged or Delta-like) which leads to release of the Notch3 intracellular domain (N3IC) and subsequent formation of a transcriptionally active N3IC complex that includes both MAML and *RBPJκ* [11, 12]. Unbiased screening of almost 500 HGSC tumors demonstrated that the Notch3 pathway was altered in 22% of HGSC samples assessed [13] and patients with *NOTCH3* alterations demonstrated poor survival [14]. Most of the identified alterations were predicted to activate signaling, including copy number amplification, predicted activating mutations, and upregulation of Notch3 mRNA expression. The most frequent alterations of the Notch pathway were in *NOTCH3* itself, but other components of the Notch pathway were altered at lower frequency, including the *JAGGED1 and JAGGED2* ligand genes and Notch activation complex genes *MAML1*,*MAML2*, *MAML3*, and *RBPJκ* (*CSL*) [13]. Re-analysis of this dataset with additional tumors showed that over half of HGSC samples harbor deletions of *WWP2*, which targets NOTCH3 (but no other Notch genes) for endocytosis and degradation, and these *WWP2* mutations correlate with increased Notch3 expression [15]. Studies on independent sets of serous ovarian tumor samples have confirmed increased *NOTCH3* copy number, increased *NOTCH3* transcript levels, and increased NOTCH3 protein levels [16–21]. Patients with high levels of NOTCH3 showed shorter overall survival, higher grade and stage tumors, increased ascites accumulation, and increased recurrence [20, 21].

Notch3 expression levels also correlate with tumorigenic phenotypes, including proliferation, viability, cell cycle arrest, and apoptosis, in ovarian cancer cell lines *in vitro* indicating a role in tumor growth [14, 18, 22, 23]. Notch3 inhibition similarly reduced proliferation and induced apoptosis, indicating that Notch3 doesn’t just induce growth, but is a critical cell survival factor in some ovarian cancers. Notch3 signaling upregulates other tumorigenic behaviors, such as epithelial to mesenchymal cell transition and resistance to anoikis [14, 24, 25].

Despite the strong evidence implicating NOTCH3 in ovarian cancer development, the role of Notch3 signaling in HGSC dissemination and progression is not well understood. Here we demonstrate that in an *in vivo* mouse model of disseminated ovarian cancer, Notch3 activity decreases survival, upregulates expression of adhesion genes, and increases tumor cell affinity for extracellular matrix in the peritoneal wall.

## Results

### The ID8 IP2 murine model replicates some aspects of human HGSC

The ID8 cell line is commonly used to model ovarian cancer in mice and has similar clinical characteristics to HGSC, including morphologic features, tumor distribution, and ascites accumulation [26, 27], although it does not carry mutations characteristic of human HGSC [28]. The ID8 IP2 subline, generated by passing ID8 tumor cells twice through C57BL/6 mice *in vivo* [29], produces similar ascites and disseminated tumor nodules as do ID8 and human clinical disease (S2A–S2C Fig). The ID8 IP2 subline also develops tumors more rapidly *in vivo* than ID8; intraperitoneal injection of 5x10^6^ cells of the original ID8 line produced ascites accumulation and IVIS-visible tumors in approximately 16 weeks (114 days) [26], whereas tumor from 1x10^6^ cells ID8 IP2 line produced similar tumor criteria after 6–8 weeks [29]. ID8 derived tumors closely mimic HGSC histology, including papillary histology with high nucleus to cytoplasm ratio, prominent nucleoli and coarse chromatin clumping, cytoplasmic vacuolization and increased mitoses [27, 30]. When injected intraperitoneally into athymic nude mice, ID8 IP2 cells produce broadly disseminated densely nucleated papillary tumor nodules attached to the peritoneal wall (S2D and S2E Fig).

### Upregulation of Notch3 expression and signaling in ID8 IP2 cells

To determine the baseline levels of Notch3 expression in the ID8 IP2 model, we assessed the mRNA levels associated with Notch receptor and ligand expression in the ID8 IP2 cell line and sublines we had stably transfected to express luciferase (ID8 IP2 luc). We found little to no expression of Notch3 mRNA or protein in ID8 IP2 or sublines, establishing the lack of Notch3 in this line (Fig 1A and 1B). We determined that the receptors Notch1, Notch2, Notch4, and Notch ligands Jagged1 and Delta-like1 are also expressed in ID8 IP2 (Fig 1A). However, Notch3 appears to have a unique role in HGSC [13, 16–19] based upon the alterations found in Notch3 levels in human HGSC.

**Fig 1:**
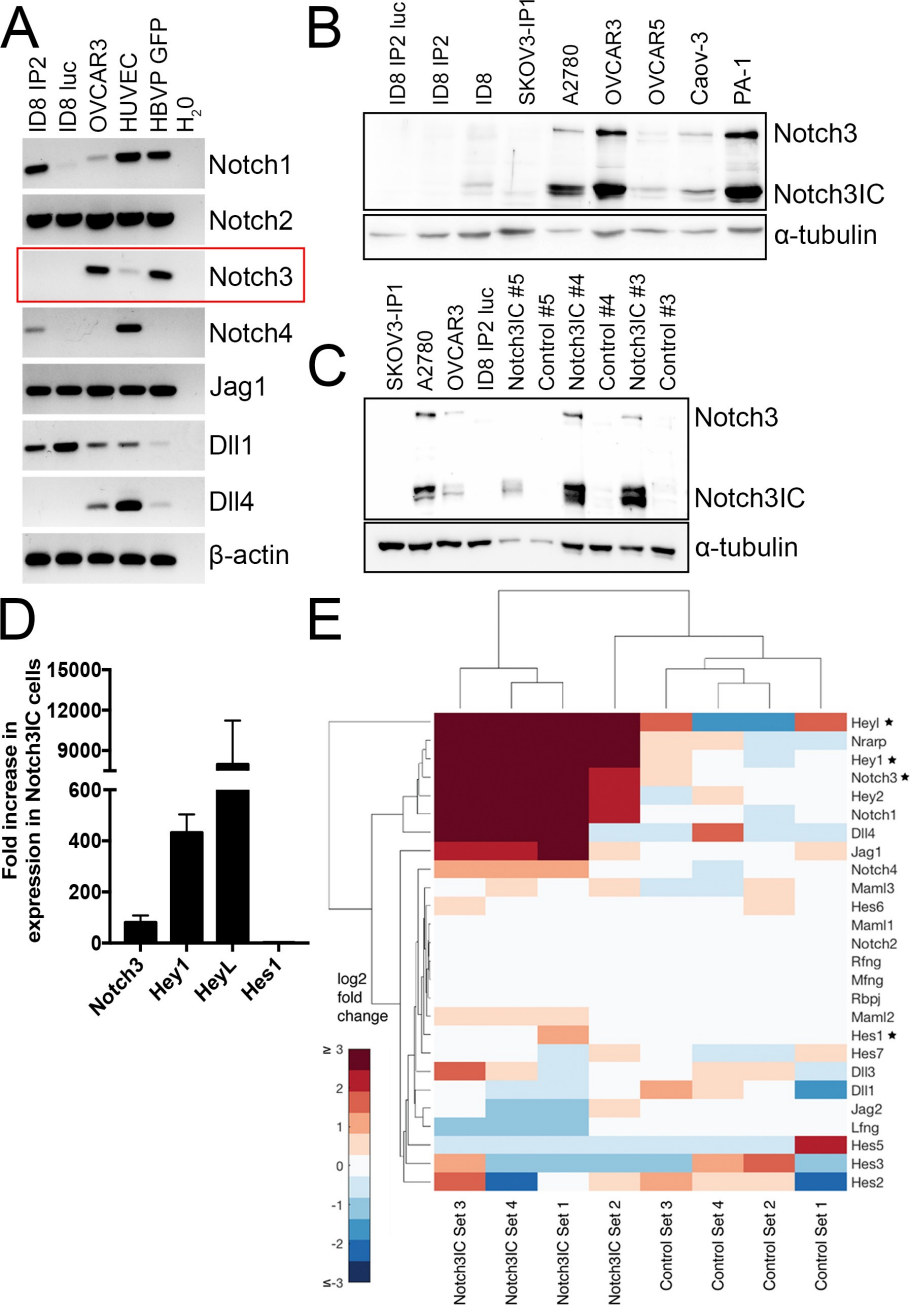
Ectopic expression of Notch3IC activates Notch 3 signaling in ID8 IP2 cells. (A) No Notch3 transcripts are detected in ID8 IP2 by semiquantitative RT-PCR (box). Notch receptors 1, 2, and 4 as well as ligands Jagged1 and Delta-like1 are detected in ID8 IP2 cells. (B) ID8 IP2 cells have undetectable levels of Notch3 protein when compared to cell lines previously characterized by detectable levels of Notch3 (OVCAR3, A2780, Caov3, and PA-1, Western blot). Uncropped images of all blots and gels are available in S1 Fig. (C) Representative Western blots show that expression of Notch3 intracellular domain is upregulated in Notch3IC lentivirally infected ID8 IP2 cell lines. Numbers indicate set number. (D) qRT-PCR indicates that Notch target genes are upregulated in Notch3IC Sets #1-#5 compared to matched Controls (error bars = S.E.M in all figures). This panel shows evidence of Notch activation across all 5 matched Sets, however, some variability was observed between sets (S3A Fig). (E) Selected established Notch target genes are upregulated in RNA-Seq data, demonstrating upregulation of active Notch3 signaling. Starred genes are also examined by qRT-PCR in panel D and S3A Fig.

We considered ID8 IP2 cells as a model with little evidence of Notch3 signal activation, and thus appropriate for determining the contribution of upregulated Notch3 signaling to ovarian cancer development. In other tumor types, amplification of Notch3 drives Notch3 signaling activity independent of ligand activation [31, 32]. To recapitulate this process, we engineered ID8 IP2 cells to express the Notch3 intracellular domain (Notch3IC), which constitutively drives Notch3 signaling without requirement for ligand binding or receptor cleavage [33]. ID8 IP2 cells were stably infected with lentivirus expressing Notch3IC and an IRES GFP or lentivirus control [12, 33]. A total of 5 independent lentiviral infections were completed to generate matched sets of ID8 IP2 Notch3IC and control (Set #1-#5). Increased expression of the Notch3 intracellular domain in the Notch3IC cells compared to matched control cells was verified by Western blot in all sets (Fig 1C). We confirmed activation of the Notch3 signaling pathway by assessing known direct transcriptional Notch targets Hey1 and HeyL via quantitative RT-PCR, which revealed dramatic upregulation of Notch signaling (Fig 1D). Previous data shows that Notch3, unlike other Notch genes, does not significantly activate Hes1 [33, 34]. No change was observed in the levels of Hes1 in the Notch3IC lines, confirming previous studies and suggesting that Notch3 is the primary source of Notch pathway activation in these cells. When mRNA from Sets #1-#4 were subjected to RNA-sequencing, Notch3 target genes Hey1, HeyL, and Nrarp showed strong upregulation in Notch3IC cells, again confirming active Notch3 signaling (Fig 1F). 

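Polyadenylated RNA of the Control and Notch3IC lines of Sets 1 to 4 gave 8 libraries of single-end reads, and the authors deposited the number of reads counted on each of 23284 mouse gene symbols, without normalization. Each set holds a Control line and a Notch3IC line. Between 19013578 and 28208072 reads were counted on genes in the Control libraries (median 24255880) and between 15524262 and 27107061 in the Notch3IC libraries (median 24162245.5). The paper's stated depth is about 30 M reads per library, and every value given here uses the counted reads. Notch3IC against Control was tested with edgeR's quasi-likelihood test after TMM normalization in the 12430 genes that passed edgeR's expression filter, with condition as the only term and Benjamini-Hochberg adjustment over all genes tested. A gene was called when its adjusted p was below 0.1 and its log2 fold change at least 1 in either direction, the paper's thresholds. The expressed insert spans Notch3 codons 1664 to 2318. In GRCm38 these codons lie on chromosome 17 from 32121823 to 32139258, in exons 27 to 33 of the 33 exons of a transcript that encodes 2318 codons. The counts do not separate reads of the insert from reads of the endogenous gene.

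Notch3 averaged 48.0 ± 15.3 normalized counts (SD, n = 4 libraries) in Control and 4963 ± 3629 (SD, n = 4) in Notch3IC, a log2 fold change of 6.69 (standard error 0.74, adjusted p = 0.0169). Hey1 rose from 35.2 ± 15.3 to 5793 ± 4474 normalized counts, a log2 fold change of 7.35 (standard error 0.84, adjusted p = 0.0169). Heyl had at most 2 counts in any Control library and averaged 3285 ± 2821 normalized counts in Notch3IC, at least 1113-fold higher (adjusted p = 0.0169), with the Control level set to a floor of 3 counts. This bound was 709-fold without the Notch3IC library of Set 3, and in Set 2 alone it was 60.1-fold. Nrarp rose from 21.1 ± 11.7 to 3534 ± 2420 normalized counts, a log2 fold change of 7.34 (standard error 0.91, adjusted p = 0.0169). The annotation places 79.4% of its exon bases over Gm38287 on the opposite strand, and the paper does not state whether the libraries kept the strand. Each of these 4 genes was higher in Notch3IC in 4 of 4 sets and kept its call with any single library left out. The rise was smallest in Set 2, where Notch3 had a log2 ratio of 3.51, against 6.79, 7.01 and 7.10 in Sets 1, 3 and 4. Leaving out a whole set moved the adjusted p most. For Hey1 it was 0.215 without Set 3 and 0.221 without Set 4, with log2 fold changes of 7.19 and 7.14. From the rise of these target genes, the paper concludes that Notch3 signaling was active in the Notch3IC cells.

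**Figure D1:**
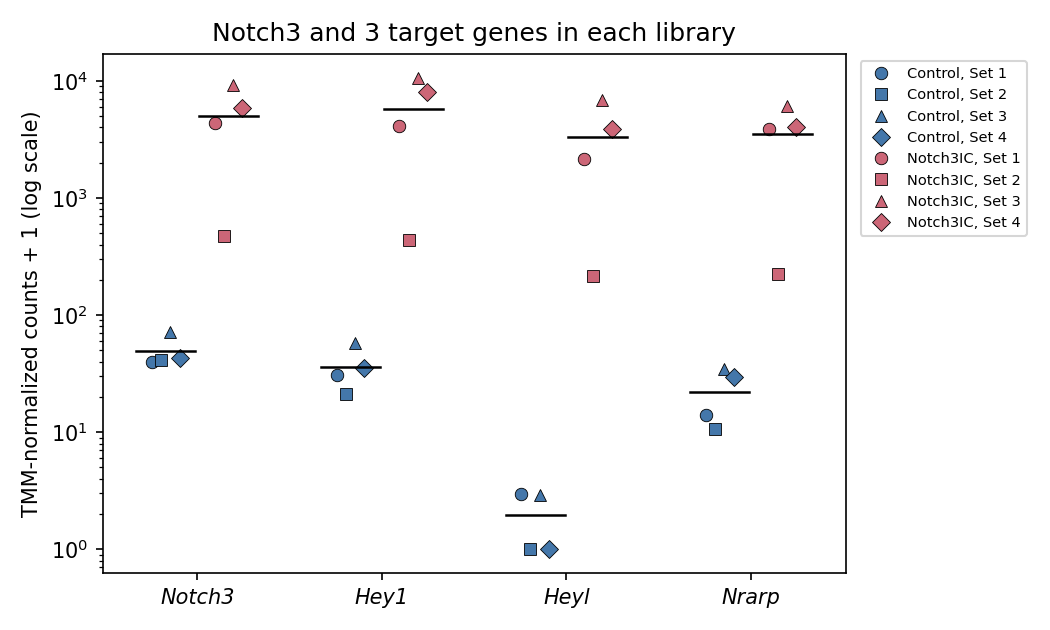
Normalized counts plus 1 (vertical axis, log scale) of Notch3, Hey1, Heyl and Nrarp (horizontal axis) in each of the 8 libraries. Colors mark Control and Notch3IC, symbols mark the set, and bars mark the mean of each group. Each Notch3IC library lies above each Control library for all 4 genes, and Notch3IC of Set 2 is the lowest of its group.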

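Fig 1E lists 26 genes of the Notch pathway, of which 19 had enough counts to be tested. Of these, 15 were higher and 4 lower in Notch3IC, and 7 were called higher: Notch3, Hey1, Heyl, Nrarp, Notch1, Jag1 and Hey2. When adjusted over the list alone, 8 were called higher and 1 lower, adding Notch4 (log2 fold change 1.35, standard error 0.45, adjusted p over all genes tested = 0.150) and Lfng (log2 fold change -1.02, standard error 0.40, adjusted p over all genes tested = 0.221). The figure shows genes chosen in the study of these same libraries, so the count over the list alone is not independent evidence. No gene of the list was called without Set 3 or without Set 4, where 8 genes had an unadjusted p under 0.05 in either fit. Notch1 rose from 49.3 ± 8.98 to 2616 ± 1523 normalized counts (SD, n = 4 per group), a log2 fold change of 5.72 (standard error 0.61, adjusted p = 0.0169), and 9.76% of its exon bases overlap other annotated genes. Jag1, which encodes Jagged1, rose from 579 ± 222 to 4966 ± 3151 normalized counts, a log2 fold change of 3.10 (standard error 0.55, adjusted p = 0.0349). Its adjusted p was 0.119 without the Control library of Set 3 and 0.130 without that of Set 4. Dll4, which encodes Delta-like4, fell below the expression filter and was not tested. Its counts were 0, 0, 0 and 1 in the Control libraries of Sets 1 to 4 and 27, 0, 5 and 16 in the Notch3IC libraries. DESeq2, whose own filter admits it, called Dll4 higher (adjusted p = 0.0208), and so did edgeR without the expression filter (adjusted p = 0.0789). With at most 1 count in any Control library, no fold change is given for it. Hes1 was not called (log2 fold change 0.58, standard error 0.32, adjusted p = 0.388), at 467 ± 122 normalized counts in Control and 699 ± 352 in Notch3IC. It was higher in Notch3IC in 4 of 4 sets. The Notch3IC library of Set 1 had 1227 normalized counts of Hes1, against 509 to 549 in the other Notch3IC libraries. Without that library the log2 fold change was 0.17, and without the whole of Set 1 it was 0.35. With the matched set as a block the adjusted p of Hes1, 0.0635, passed the threshold, and its log2 fold change of 0.51 was under the fold-change limit.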

We also observed an increase in expression in certain other Notch receptor and ligand genes such as Notch1, Jagged1, and Delta-like4 (Fig 1E).

### Notch3 activity in tumors reduces survival and accelerates disease burden *in vivo*

Previous literature has suggested that Notch3 expression affects ovarian cancer by increasing survival, particularly anchorage-independent survival in peritoneal fluid [14, 18]. However, we did not see any significant difference in the number of viable cells after 48 hours of proliferation or anchorage-independent colony formation between Notch3IC and Control lines (S3B and S3C Fig). These data suggest that Notch3 signal activation in ID8 IP2 cells is not sufficient to substantially increase tumor cell numbers *in vitro*.

We investigated the effects of Notch3IC cells *in vivo* by intraperitoneally injecting NCR nu/nu mice with 2x10^6^ Notch3IC or Control cells from Set #1 to determine their rate of tumor formation and progression. We examined tumor burden via weekly IVIS imaging of luciferin luminescence. A small number of animals were removed from the study due to failure of tumor take, which occurred in similar numbers in Notch3IC and Control lines. Disease progression was assessed by measuring ascites accumulation, determined by weekly comparisons of each mouse’s abdominal circumference with its average circumference during the first 4 weeks of the study [27]. Mice were sacrificed when they reached humane endpoints, defined as a 25% increase in abdominal circumference or cachexia as assessed by body condition score [35].

A total of 25 mice injected with Notch3IC cells and 27 mice injected with matched Control cells were observed until humane endpoints were reached. The median survival of Notch3IC mice was 4 days shorter than Control mice (65 vs. 69 days). Although no significant difference in survival was observed with a Mantel-Cox assessment (p = 0.0592), Notch3IC tumor bearing mice displayed reduced survival using a Gehan-Breslow-Wilcoxon test (p = 0.0183, Fig 2A). The Gehan-Breslow-Wilcoxon test does not assume a consistent hazard ratio across the experiment and is better able to detect differences at earlier time points. The discrepancy between these tests suggests that there is a greater difference between groups in early deaths [36, 37]. Consistent with the hypothesis that Notch3 activation promotes early phases of metastatic disease, analysis of a cohort of human serous ovarian cancers revealed that high expression of Notch3IC predicts poor prognosis in stage 1 and stage 2 disease (p = 0.0014; Fig 2B), but not in stage 3 and stage 4 disease (p = 0.11; Fig 2C).

**Fig 2:**
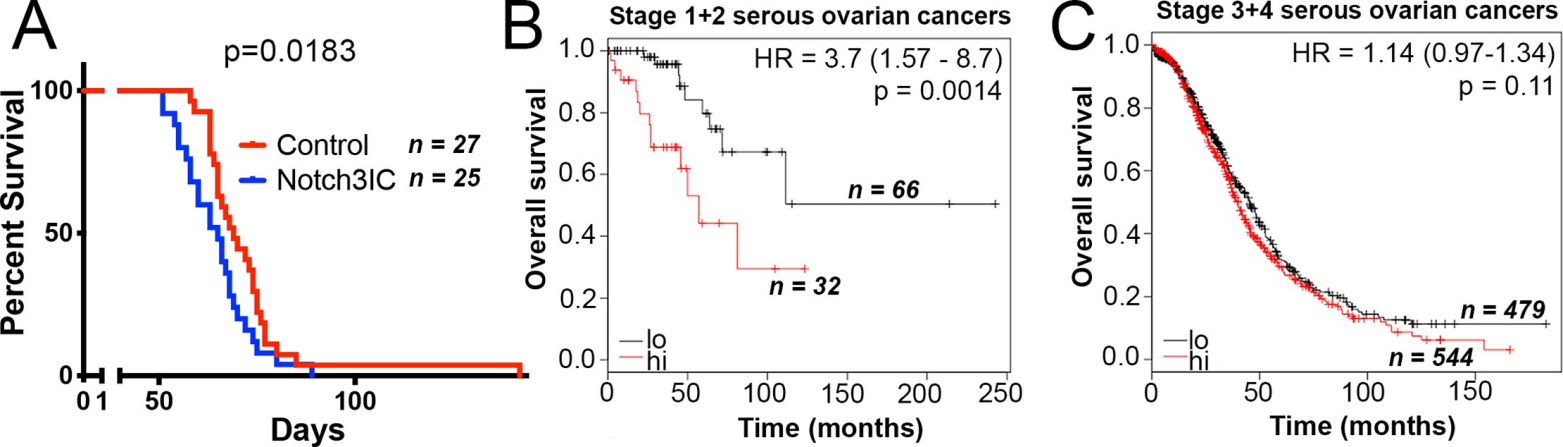
Notch3 activation correlates with reduced survival in early tumorigenesis. (A) Kaplan Meier survival curve demonstrates a significant decrease in survival time for mice implanted with Notch3IC cells using a Gehan-Breslow-Wilcoxon test (p = 0.0183), which is more sensitive to disproportionate early differences than the Mantel-Cox test (p = 0.0592). (B-C) Survival analysis at different stages of serous ovarian cancers using kmplot (http://www.kmplot.com/ovar/) shows highly significant correlation between high Notch3 expression and reduced survival in early stage ovarian cancers (B), but not late stage ovarian cancers (C).

The earliest time of sacrifice due to ascites accumulation for this cohort of mice was 8 weeks post-implantation. We therefore implanted a set of ID8 IP2 cells (Set #2) into a second cohort of 17 mice (9 Notch3IC, 8 Control) to examine tumor burden specifically at this early timepoint. At 8 weeks post-implantation, we sacrificed this cohort, removed the abdominal organs, and assessed the tumor burden. Metastases were disseminated throughout the peritoneal cavity with individual animals exhibiting variable proportion of tumor burden on different organs. All tumor-bearing animals showed abundant lesions on the peritoneal wall and on the ovaries, and therefore these tissues were chosen as representative and imaged via IVIS. Bioluminescent signal averaged higher in Notch3IC tumor bearing mice, however, there was no significant difference between the tumor burden on the peritoneal wall or right ovary and uterine horn in this smaller set of mice (p = 0.1686, p = 0.2015 respectively, Fig 3A–3C).

**Fig 3:**
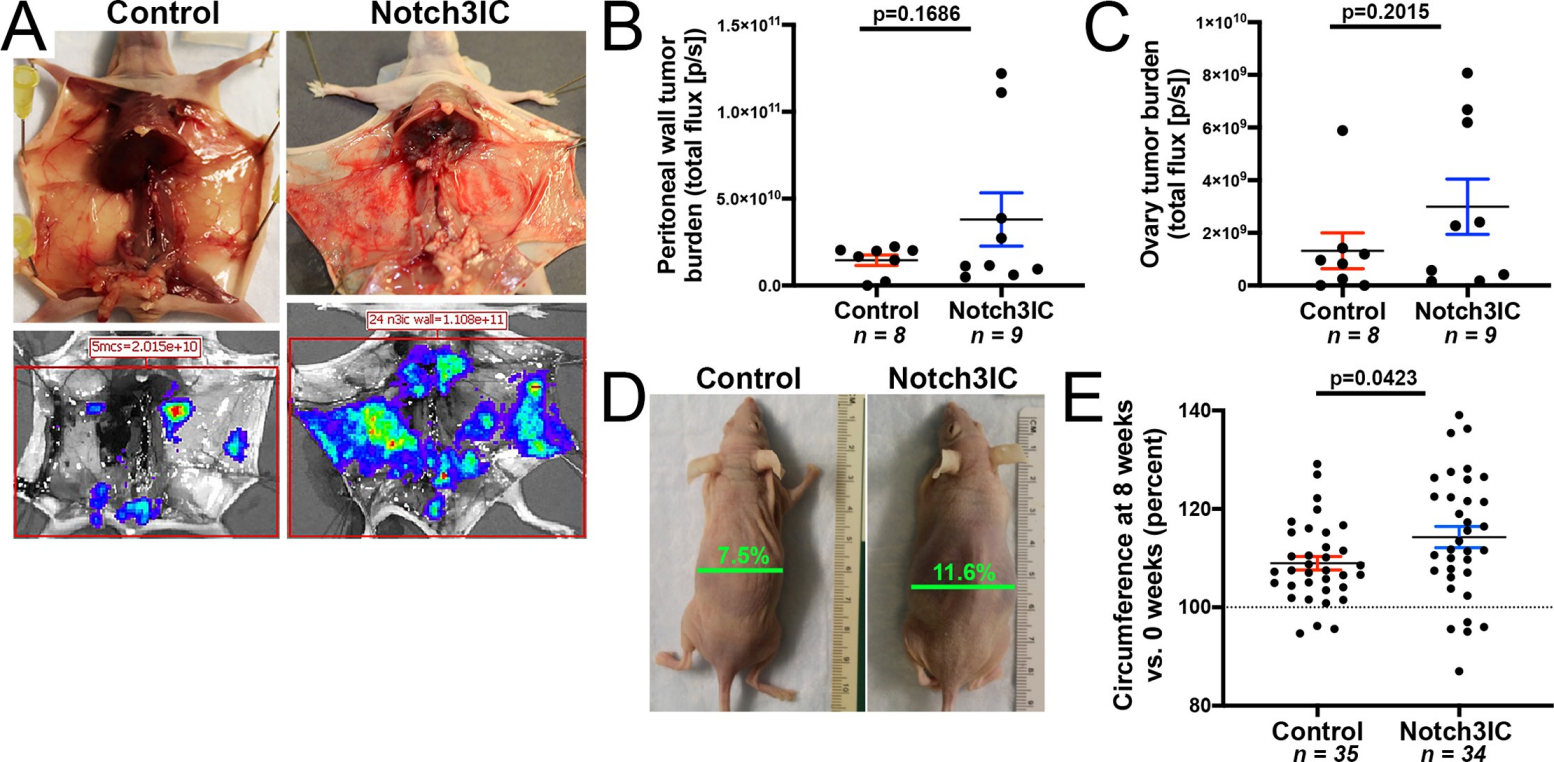
Notch3IC tumor bearing mice have increased ascites accumulation. (A) Representative images of the exposed peritoneal wall (top) and bioluminescent IVIS imaging (bottom) of Control and NotchIC tumor-bearing mice. (B-C) Notch3IC tumor bearing mice show non-significant increases in tumor burden in the peritoneal wall (B) and right ovary (C) as measured by IVIS signal at 8 weeks post implantation (p = 0.1686 and p = 0.2015, respectively, Welch’s t-test). (D) Representative photographs of Control and Notch3IC implanted mice at 8 weeks post implantation, with indicated circumference percent changes relative to circumference at start of experiment. (E) Notch3IC tumor bearing mice show a significant increase in circumference as a result of ascites accumulation at the 8-week time point (p = 0.0423 Welch’s t-test).

All mice (totaling 34 Notch3IC and 35 Control) were assessed for ascites accumulation, a measure of disease progression, by measuring circumference at 8 weeks after tumor injection and comparing to baseline circumference. Notch3IC mice displayed a significantly greater percent increase in circumference at 8 weeks (14.3% ± 2.2% [standard error of mean] increase vs. 8.9% ± 1.4% increase, p = 0.0423, Fig 3D and 3E). Notch3IC tumor bearing mice also showed significantly greater absolute increase in circumference (1.08 ± 0.15 cm vs. 0.69 ± 0.10 cm, p = 0.0386, Welch’s t-test). Taken together, these data show that Notch3 signal activation in this model of ovarian cancer reduces survival and leads to an increase in ascites accumulation without substantially increasing tumor cell proliferation.

### Notch3 activity positively regulates pathways associated with adhesion and extracellular matrix in ID8 IP2 cells

To determine the mechanism by which Notch3 promotes metastasis, we examined the gene specific expression changes caused by Notch3 signal activation by whole-genome mRNA sequencing (RNA-Seq) of the ID8 IP2 Notch3IC cells compared to Controls (Sets #1-#4). 

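Of the 12430 genes tested, 423 were called higher and 92 lower in Notch3IC. The median log2 fold change of all genes tested was -0.01. At an unadjusted p under 0.05 there were 2289 genes. In 1346 genes, 10.8% of those tested, the 4 libraries of each condition did not overlap. Chance gives 2.86% if all 8 libraries are interchangeable, which the matched sets make untrue. A split of the libraries that was not by condition had 2654 genes at an unadjusted p under 0.05. The 7 other splits that part every matched pair had 5 to 1462. The numbers of called genes depended on the fit and on single libraries. A term for the matched set (replicate block) gave 645 genes higher and 315 lower, of which 418 and 90 were also called without it. DESeq2 in place of edgeR gave 707 and 192, of which 420 and 92 were also called by edgeR. Without the Control library of Set 3 the calls fell to 75 higher and 8 lower, and without that of Set 4 to 99 and 11. Without the Control library of Set 1, 146 genes were lower. Without the Notch3IC library of Set 1 the genes called lower numbered 61, without that of Set 2 the calls rose to 702 higher and 305 lower, and without those of Sets 3 and 4 in turn they were 201 and 29, and 155 and 16. With a whole set left out there were 399 higher and 151 lower without Set 1, 670 and 229 without Set 2, and 0 of either kind without Set 4, where 1011 genes had an unadjusted p under 0.05. Without Set 3 the single gene called was Tspan18, which was higher, and 1101 genes had an unadjusted p under 0.05.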

478 genes were significantly upregulated and 163 significantly downregulated with an adjusted p value (p_adj_) < 0.1 and average log2 fold change ≥ |1|. The complete RNA sequencing dataset is available at accession GSE132737 in the NCBI Gene Expression Omnibus repository at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132737. These significantly regulated genes were interrogated for pathway enrichment using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [38]. 

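Gene families of the matrix and of adhesion were compared with all genes tested by Fisher's exact test (two-sided), over 10 lists in each direction with Benjamini-Hochberg adjustment over these 20 tests. The 5 families given here were picked because the study found these genes, or terms that hold them, enriched in these same libraries. Their p values are therefore not independent evidence for the enrichment, whose size is given by the odds ratio. Among all 12430 genes tested, 3.40% were called higher. Of 25 collagen genes tested, 7 were called higher (28%, odds ratio 11.2, adjusted p = 0.000142 from Fisher's exact test). Of 17 integrin genes tested, 6 were called higher (35.3%, odds ratio 15.7, adjusted p = 0.000142 from Fisher's exact test). Of 8 small leucine-rich proteoglycan genes, 3 were called higher: Bgn, Fmod and Prelp (37.5%, odds ratio 17.1, adjusted p = 0.0129 from Fisher's exact test). Adjusted over the list alone, Ogn and Podnl1 joined them. Of 9 cadherin genes, 3 were called higher: Cdh11, Cdh15 and Cdh22 (33.3%, odds ratio 14.3, adjusted p = 0.0141 from Fisher's exact test). The count was the same when adjusted over the list alone. Of 8 laminin genes, Lama4 was called higher (odds ratio 4.06, adjusted p = 0.605 from Fisher's exact test). Adjusted over the list alone, Lama1 was also higher and Lama5 lower. These members were named after their values were seen. The pathway databases themselves were not used here.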

In 3 of the 4 databases probed by DAVID, the most significantly enriched pathways included those related to cell adhesion and the extracellular matrix (ECM) (Table 1). Other gene sets, such as angiogenesis and Akt signaling, were identified in a subset of probed databases, suggesting that these mechanisms may also contribute to Notch3 function. 

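The same families were tested as sets over all their tested genes with limma's camera, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 10 lists. These p values are not independent evidence either, since the families were picked from what the study found in these libraries. The collagen family lay higher in Notch3IC, with 22 of 25 genes higher and a median log2 fold change of 1.15 (adjusted p = 2.44e-10). In Sets 1 to 4 the median log2 ratio of the family was 1.04, 0.26, 1.11 and 1.77. The integrin family lay higher with 11 of 17 genes and a median of 0.59 (adjusted p = 0.000155), with medians of 0.65, 0.05, 0.67 and 0.92 in Sets 1 to 4. For the small leucine-rich proteoglycans the median was 1.57, with 6 of 8 genes higher (adjusted p = 2.03e-05), and for the cadherins 0.77, with 7 of 9 (adjusted p = 0.000132). The cadherin median was -0.09 in Set 2 and positive in the other sets. The laminins had a median of -0.01, with 3 of 8 genes higher (adjusted p = 0.877). The p values of the alternatives that follow are not adjusted over the lists. All 4 families past 0.05 stayed under it with a correlation estimated from the data and under the rotation test fry. With the estimated correlation p was 0.0126 for the collagens, 0.0292 for the integrins, 0.0127 for the proteoglycans and 0.00567 for the cadherins. Under fry it was 0.00202, 0.00702, 0.00230 and 0.000398 in that order. The preset correlation thus gave smaller p values, most of all for the collagens. With fry and the matched set as a block, chosen after the data were seen, the integrins alone of these 4 passed above 0.05 (0.0532).

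**Figure D2:**
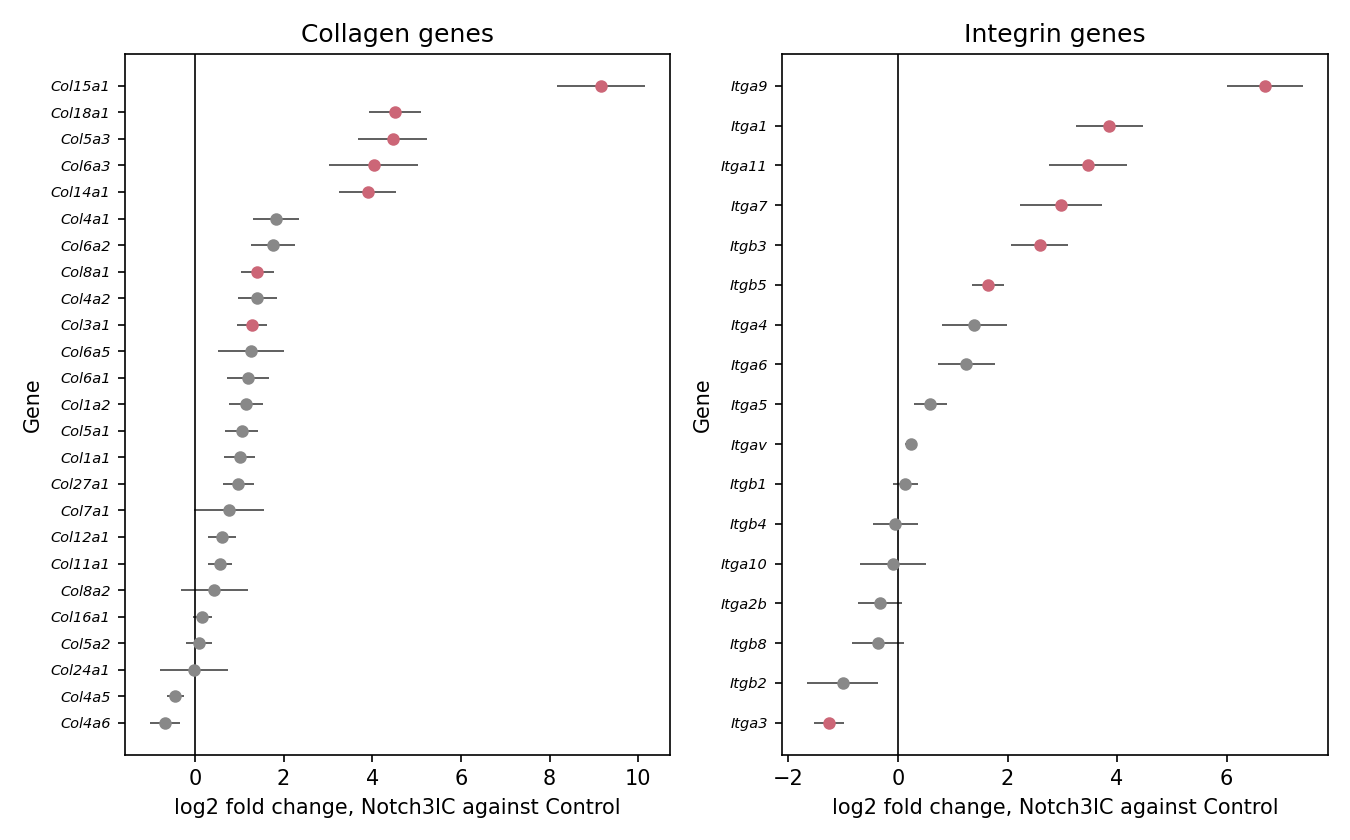
Log2 fold change of Notch3IC against Control (horizontal axis) with its standard error (lines) for each tested collagen gene (left) and integrin gene (right). Red points are genes called higher or lower. Of the collagens 22 of 25 lie above 0, and of the integrins 11 of 17.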

Independent analysis using the Gene Set Enrichment Analysis (GSEA) database [39, 40], which accounts for the magnitude of change and pathway weight of each gene, revealed strong enrichment in pathways related to adhesion and ECM, particularly collagen and integrin genes (Table 2).

**Table 1:** Whole-genome expression profiling of Notch3IC cells shows significant regulation of adhesion and ECM categories by DAVID analysis.

Pathway database	Gene Cluster	Gene Count	p Value	Fold Enrichment
GOTERM	**Cell adhesion**	43	5.07E-14	3.968
GOTERM	Multicellular organism development	56	1.75E-09	2.422
KEGG	**Focal adhesion**	21	1.65E-08	4.662
KEGG	**ECM-receptor interaction**	14	4.18E-08	7.311
GOTERM	Mesenchymal cell development	6	1.09E-07	38.366
GOTERM	Angiogenesis	22	1.14E-07	4.086
KEGG	PI3K-Akt signaling pathway	25	4.51E-07	3.273
GOTERM	Blood vessel development	12	4.53E-07	7.565
REACTOME	**Integrin cell surface interactions**	12	4.00E-06	5.979
REACTOME	**ECM proteoglycans**	9	5.44E-06	8.853
KEGG	Hypertrophic cardiomyopathy	10	4.70E-05	5.817
KEGG	Arrhythmogenic right ventricular cardiomyopathy (ARVC)	9	1.35E-04	5.825
REACTOME	**Collagen biosynthesis and modifying enzymes**	9	1.60E-04	5.660
REACTOME	cGMP effects	5	2.61E-04	14.755
REACTOME	** Syndecan interactions**	5	4.78E-04	12.788
BIOCARTA	Function of SLRP in Bone	3	6.84E-03	21.016
BIOCARTA	Role of Tob in T-cell activation	4	2.99E-02	5.604

Genes that were shown to be significantly upregulated in Notch3IC cells as compared to Control by RNA-sequencing were subjected to DAVID analysis. Among the 17 most significantly regulated gene clusters, 7 are related to adhesion or extracellular matrix (bold).

**Table 2:** Notch3IC cells show significant enrichment of adhesion and ECM gene sets in GSEA analysis.

Gene Sets	Gene Count	NOM p-val	Normalized Enrichment
NABA_COLLAGENS	29	2.37E-03	1.73
REACTOME_COLLAGEN_FORMATION	30	1.83E-02	1.66
PID_INTEGRIN1_PATHWAY	42	1.73E-02	1.62
ONDER_CDH1_TARGETS_2_UP	69	1.61E-02	1.61
NABA_BASEMENT_MEMBRANES	24	3.14E-02	1.58
PID_INTEGRIN_CS_PATHWAY	16	4.95E-02	1.54
REACTOME_INTEGRIN_CELL_SURFACE_INTERACTIONS	36	7.26E-02	1.47

Selected gene sets related to adhesion and ECM pathways were significantly regulated in Notch3IC cells by GSEA analysis.

Changes in cell adhesion and migration can profoundly affect metastasis, and a previous *in vitro* study suggested that Notch3 increases adhesion between ovarian tumor cells and co-cultured mesothelial cells [41]. Collagen and integrin genes have critical roles in attachment of ovarian tumor cells to the peritoneum and signaling in metastatic lesions [42, 43]. We therefore examined the gene signature in these adhesion and ECM pathways to identify specific candidates that could affect metastasis. Collagen genes *Col3a1*, *Col5a3*, *Col6a2*, *Col8a1*, *Col14a1*, *Col15a1*, and *Col18a1* were significantly upregulated (p_adj_ = 1.51E-02, 9.85E-03, 3.76E-02, 2.30E-02, 3.16E-09, and 4.12E-04 respectively) (Fig 4A). 

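The deposited counts list 43 collagen genes. The genes called higher over all genes tested were Col3a1, Col5a3, Col6a3, Col8a1, Col14a1, Col15a1 and Col18a1. When adjusted over the list alone, 14 were called higher. Collagens are a family the study singled out on these libraries, so that count is not independent evidence. With the matched set as a block 15 were called. Without the Control library of Set 3, or that of Set 4, Col15a1 and Col18a1 alone were called. Col14a1 was called beside these 2 without the Notch3IC library of Set 4, and Col14a1 and Col5a3 without that of Set 1 or of Set 3. Without the Notch3IC library of Set 2 there were 14, and without Set 2 as a whole 11. Without Set 3 none was called, with 11 at an unadjusted p under 0.05, and without Set 4 none, with 9. The largest change was in Col15a1, with 1 to 6 counts in the Control libraries and a mean of 2398 ± 1469 normalized counts (SD, n = 4) in Notch3IC (log2 fold change 9.16, standard error 1.00, adjusted p = 0.0116). The abundant Col3a1 rose from 6129 ± 2245 to 15059 ± 5080 normalized counts (log2 fold change 1.30, standard error 0.34, adjusted p = 0.0818). Its adjusted p was above 0.1 without the Control library of Set 1 (0.110), Set 3 (0.189) or Set 4 (0.144), and without the Notch3IC library of Set 1 (0.144), Set 3 (0.131) or Set 4 (0.219). Col6a2 rose from 7106 ± 4064 to 24168 ± 12192 normalized counts (log2 fold change 1.77, standard error 0.50) with an adjusted p = 0.111, and was not called. It was called with the block (adjusted p = 0.0467), with DESeq2 (adjusted p = 0.00583), without the expression filter (adjusted p = 0.0975), and without the Control (0.0836) or Notch3IC (0.0648) library of Set 2. The other called genes had log2 fold changes from 1.41 (Col8a1, adjusted p = 0.0818) to 4.51 (Col18a1, adjusted p = 0.0182).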

Significantly upregulated integrin genes include *Itga1*, *Itga7*, *Itga9*, *Itga11*, *Itgb3*, and *Itgb5* (p_adj_ = 7.70E-03, 2.30E-02, 5.80E-06, 1.32E-06, 6.51E-03, and 6.17E-03 respectively) (Fig 4B).

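Of 26 integrin genes in the deposited counts, the 6 called higher were Itga1, Itga7, Itga9, Itga11, Itgb3 and Itgb5, each higher in 4 of 4 sets. When adjusted over the list alone, 8 were called higher and 1 lower, adding Itga4 and Itga6. The study picked integrins on these libraries, so that count is not independent evidence. Without the Control library of Set 3, or that of Set 4, 1 integrin gene was called higher, and it was Itga9. Without the Notch3IC library of Set 3, or that of Set 4, the 3 called were Itga1, Itga9 and Itgb5. Without Set 3 or Set 4 as a whole none was called higher, and 6 had an unadjusted p under 0.05 in either fit. Itga9 rose from 10.8 ± 7.01 to 1092 ± 689 normalized counts (SD, n = 4 per group; log2 fold change 6.70, standard error 0.69, adjusted p = 0.0151). Itga11 rose from 174 ± 161 to 1914 ± 766 (log2 fold change 3.47, standard error 0.71, adjusted p = 0.0497). The most abundant of the 6 was Itgb5, at 2097 ± 259 normalized counts in Control and 6565 ± 2558 in Notch3IC (log2 fold change 1.65, standard error 0.29, adjusted p = 0.0287). For Itgb3 the log2 fold change was 2.59 (standard error 0.53, adjusted p = 0.0456). Itga7 had the weakest evidence (log2 fold change 2.97, standard error 0.75, adjusted p = 0.0837). Its adjusted p was above 0.1 without any 1 of the Control libraries of Sets 2, 3 and 4 or of the Notch3IC libraries of Sets 1, 3 and 4, with values from 0.133 to 0.237. From the role of collagens and integrins in attachment to the peritoneum, the paper proposes these genes as candidates that could affect metastasis.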

**Fig 4:**
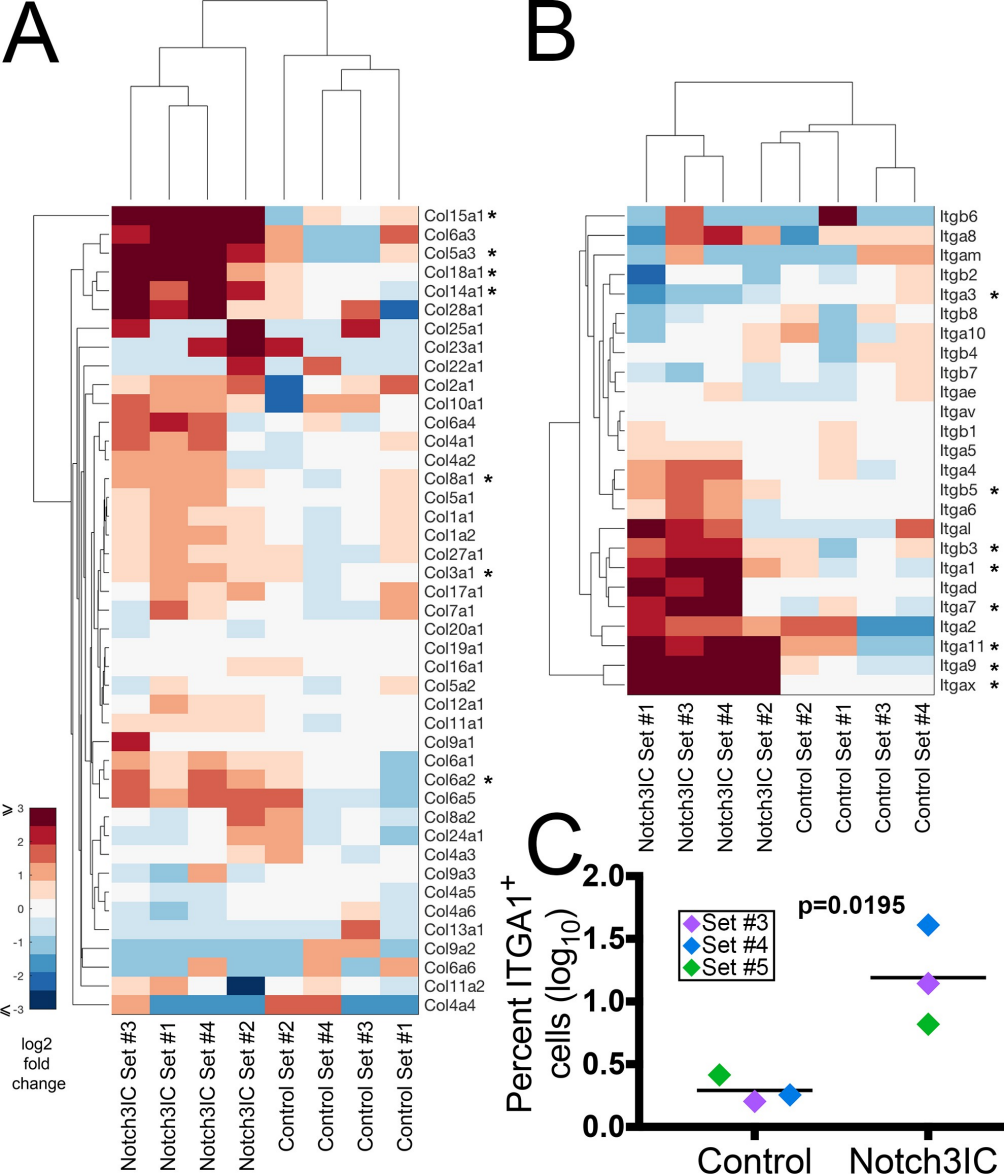
Expression of specific members of the collagen and integrin families are upregulated in Notch3IC cells. (A) Heat map of RNA-seq results of collagen gene family. Collagens marked by asterisks are significantly regulated (p ≤ 0.1, average log_2_ fold change ≥ 1) in Notch3IC cells. (B) Heat map of integrin gene family. Multiple integrins are upregulated in Notch3IC cells, while Itga3 is significantly downregulated. (C) ITGA1 is significantly upregulated on the surface of Notch3IC cells as assessed by flow cytometry (p = 0.0195, Student’s t-test, each Set assessed twice and results averaged).

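Itga3 fell from 4314 ± 934 to 1814 ± 701 normalized counts (SD, n = 4 per group), a log2 fold change of -1.25 (standard error 0.27, adjusted p = 0.0488), and was lower in Notch3IC in 4 of 4 sets. Its adjusted p was 0.143 without the Control library of Set 3, 0.153 without that of Set 4, 0.142 without the Notch3IC library of Set 3 and 0.161 without that of Set 4. With the matched set as a block, Itgb2 was also called lower (adjusted p = 0.0580). Itgax, which the figure stars, had 0 counts in each Control library and 51, 1, 16 and 25 in the Notch3IC libraries of Sets 1 to 4. It did not pass the expression filter. It passed the filter with any 1 Control library left out and was not called then (adjusted p from 0.106 to 0.195). It passed and was called without the Notch3IC library of Set 2 (adjusted p = 0.0223), and it was called by DESeq2 (adjusted p = 0.000134) and by edgeR without the filter (adjusted p = 0.0642).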

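Itga1, on chromosome 13 of GRCm38 from 114953096 to 115101964, had 34.4 ± 13.2 normalized counts (SD, n = 4) in Control and 494 ± 330 (SD, n = 4) in Notch3IC. Its log2 fold change was 3.86 (standard error 0.62, adjusted p = 0.0266), and it was higher in Notch3IC in 4 of 4 sets. The counts of Sets 1 to 4 were 26, 42, 42 and 27 in Control and 365, 57, 936 and 740 in Notch3IC. With 1 library or set left out, the log2 fold change stayed between 3.45 and 4.44. The adjusted p passed 0.1 without the Control library of Set 3 (0.104) or of Set 4 (0.112), and reached 0.246 without Set 3 and 0.309 without Set 4. The annotation places 3.68% of its exon bases over Gm49395 on the same strand.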

We further examined ITGA1, a significantly upregulated collagen receptor component that was identified as a common element in multiple upregulated pathways (log_2_ fold change 3.8, p_adj_ = 0.00770). The peritoneal ECM is rich in collagens I and IV, and invasive ovarian cancer cells preferentially bind collagen I [43]. ITGA1 dimerizes with ITGB1 to bind collagens I, IV, VI, and fibrillar collagens, making it an excellent candidate to affect tumor cell adhesion to the peritoneum [44]. 

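Itgb1 had 18122 ± 4839 normalized counts (SD, n = 4) in Control and 19927 ± 5730 (SD, n = 4) in Notch3IC. Its log2 fold change was 0.14 (standard error 0.24, adjusted p = 0.821), a difference smaller than the spread between libraries. Both libraries of Set 1 were high, which adds to that spread. The log2 ratios within Sets 1 to 4 were 0.17, 0.05, 0.13 and 0.18. With the matched set as a block the log2 fold change was 0.13 (standard error 0.06, adjusted p = 0.161), and Itgb1 was not called. With condition alone it was -0.08 without the Notch3IC library of Set 1, a fit that breaks the pair. That library had 28483 normalized counts against 16331 to 17621 in the other Notch3IC libraries. With DESeq2's size factors the mean was 17913.9 in Control and 19414.9 in Notch3IC.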

The level of ITGB1 did not change significantly in Notch3IC cells compared to controls but was found at high levels in both Control and Notch3IC (DEseq baseMean Control 17,913.9, baseMean Notch3IC 19,414.9), suggesting abundant availability for dimerization with ITGA1. For integrins, increased transcript levels do not necessarily correlate with increased presentation of protein on the cell surface capable of influencing adhesion; we therefore directly analyzed ITGA1 levels by flow cytometry. We stained Sets #3–5 of Notch3IC and Control lines with antibodies against ITGA1 in two duplicate experiments and observed a significant increase in the percent of Notch3IC cells which were ITGA1 positive, with a roughly 10-fold average increase over the Control sets (p = 0.0195, Students’s t-test, Fig 4C and S4A–S4E Fig). No obvious difference was observed in the staining intensity of individual cells. These results indicate that increased RNA expression correlates to a larger number of Notch3IC cells that express cell-surface ITGA1. Similar experiments to confirm ITGA11 surface expression failed due to poor performance of antibody in flow cytometry tests.

We further inquired whether the increase in ITGA1 expression was a general feature of Notch signaling. More specifically, we asked if IGTA1 also responded to the increase in Notch1 observed in Notch3IC cells (Fig 1E). When we overexpressed the Notch1 intracellular domain (Notch1IC), we observed a significant increase in ITGA1 surface expression by flow cytometry (p = 0.0395, Welch’s t-test, S4F and S4G Fig). However, ITGA1 expression was only increased ~0.5 fold in response to Notch1IC, as opposed to ~10 fold in response to Notch3IC, suggesting that Notch3 is the critical regulator of ITGA1 in ID8 IP2 cells.

### Notch3IC positively regulates ITGA1 in human ovarian cell lines

To confirm that Notch3IC also increases ITGA1 expression in human ovarian cancers, we overexpressed Notch3IC in two late-stage human ovarian cancer cell lines, OVCA429 and OVSAHO (S5A Fig). Increased Notch3IC signaling in these cells was confirmed by RT-PCR assessment of Notch3IC target genes, Notch3 and HeyL (S5B Fig). Consistent with our findings in the ID8 IP2 cells, overexpression of Notch3IC in the OVCA429 and OVSAHO cells resulted in a greater than 10-fold increase in percentage of cells with surface expression of ITGA1 in both cell lines, although no replicates were performed within each cell line (S5C–S5H Fig). We did not observe changes in adhesion in these cell lines, possibly due to higher basal Notch3IC expression or differences in disease stage.

### Notch3 activity increases ID8 IP2 cell adhesion to collagen extracellular matrix

Based on the RNA-Seq upregulation of extracellular matrix ligand and receptor genes, as well as the confirmed upregulation of expression of surface ITGA1, we sought to determine if activated Notch3 causes ovarian tumor cells to interact differentially with different extracellular matrices present in the peritoneum. We therefore assessed the ability of Notch3IC and Control cell lines to attach to different extracellular matrices *in vitro*: fibronectin, laminin, vitronectin, collagen I, and collagen IV [43, 45]. Equal numbers of Notch3IC or Control cells were added to plates coated with each ECM protein, allowed to settle and attach for a specified period of time, and the number of cells which successfully attached to the purified ECM protein were counted. It was found that all ID8 IP2 cells bound well to vitronectin- and fibronectin-coated plates, and NOTCH3 ICD expression did not further enhance attachment (Fig 5A). Notch3IC tumor cells, however, were able to better adhere to collagen-coated plates than Control cells (Fig 5A and 5B). Attachment of Notch3IC cells to collagen I was increased by 3.1 ± 0.7 fold (p = 0.0118, Welch’s t-test) and increased to collagen IV by 1.3 ± 0.1 fold (p = 0.0163, Welch’s t-test). These results suggest that Notch3 activation in ovarian tumor cells may have increased attachment capabilities to the collagen-rich peritoneal wall.

**Fig 5:**
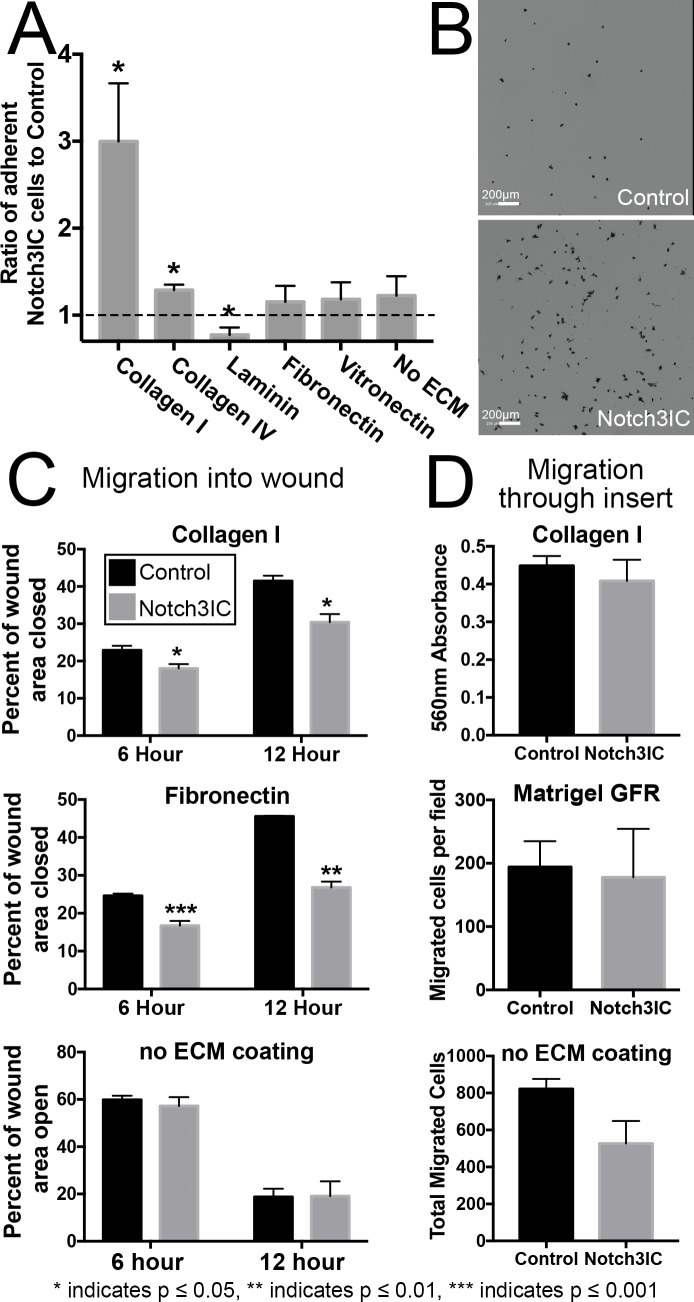
Notch3IC cells show increased adherence to collagens and decreased collective migration on ECM substrate, but unaltered invasion through ECM. (A) The ratio of Notch3IC cells to Control cells adhered to plates coated with indicated extracellular matrix. Dotted line indicates no change. Notch3IC cells display a significant increase in adherence to collagen I (p = 0.0118, Welch’s t-test) and collagen IV (p = 0.0163) and a small but significant reduction in adhesion to laminin (p = 0.0474). There is no significant difference in adhesion to fibronectin, vitronectin, or uncoated tissue culture dishes (p = 0.6237, p = 0.3075, p = 0.4206, Welch’s t-test). Sets #3–5 of ID8 IP2 were assessed in triplicate on 3 separate occasions. The Notch3IC mean was compared to the Control mean for each line. (B) Representative images of ID8 IP2 and Control cells adhered to collagen I-coated plates. (C) The ability of Notch3IC cells to collectively migrate into an open wound area is significantly reduced on collagen I (p = 0.0432, p = 0.0181 for 6 and 12 hours respectively) and fibronectin (p = 0.0004, p = 0.0020 for 6 and 12 hours respectively), but not on uncoated tissue culture dishes (p = 0.5422, p = 0.9637 for 6 and 12 hours respectively). Sets #3-#5 were assessed in quadruplicate wells twice. Graphs display the average of the duplicate experiments for each set. (D) The ability of Notch3IC cells to invade through insert pores coated with Collagen I, coated with Matrigel GFR, or uncoated was not significantly changed relative to Controls (p = 0.5634, p = 0.6076, and p = 0.1205, respectively). Sets #3-#5 of ID8 IP2 were assessed in triplicate wells and each set was averaged.

### Notch3 activation reduces ECM-mediated migration but does not change invasion in ID8 IP2 cells

In some contexts, ovarian cancer cell binding to collagen causes increased migration and invasion, steps of peritoneal metastasis [42]. We therefore predicted that Notch3 activation in ID8 IP2 cells would likewise increase migratory and invasive behaviors on collagen substrates.

We investigated migration by growing Notch3IC and Control cells on collagen I coated Oris assay plates (Platypus Technologies). At confluence, the plug was removed to reveal a collagen I coated cell-free “wound” and the percent area of the wound covered by cells was measured over time. We assessed 3 ID8 IP2 sets (Sets #3-#5) in quadruplicate wells in 2 replicate experiments. Surprisingly, Notch3IC cells seeded on collagen I displayed a significant reduction in capacity to migrate across collagen I at both 6 and 12 hours (p = 0.0432, p = 0.0181, Welch’s t-test, Fig 5C). To determine if this effect was matrix-specific, we repeated these assays on fibronectin coated Oris assay plates, and also observed a significant reduction in migration of Notch3IC cells compared to Control cells at both 6 and 12 hours (p = 0.0004, p = 0.0020, Welch’s t-test, Fig 5C).

Conversely, when we assessed migration in the absence of extracellular matrix by creating a wound across a confluent monolayer of cells on an uncoated tissue culture plate, there was no significant difference between Notch3IC and Control cells in migration into the opened wound (p = 0.4142, p = 0.5422, p = 0.4133, p = 0.9637 for 3, 6, 9, and 12 hours after wound formation respectively, Welch’s t-test) (Fig 5C). These results suggest that general migratory ability is not changed by Notch3 activation, but Notch3 signaling reduces ECM-mediated migration.

In light of the findings demonstrating that adhesion to and migration over extracellular matrix are altered between Notch3IC and Control cells, we investigated whether Notch3 activation has an effect on invasion. We measured invasive capacity by quantifying cell migration through ECM-coated Boyden chambers, which requires invasion of the cells through the matrix to pass through a porous membrane [46]. A direct count of the number of cells which had invaded to the bottom surface of the membrane showed that there was no significant difference between Notch3IC and Control cells in invasion in Boyden chambers pre-coated with collagen I (p = 0.5634, Welch’s t-test), pre coated with Matrigel GFR, a laminin rich amalgam of ECM and tumor-derived components [47] (p = 0.8634), or uncoated Boyden chambers (p = 0.1205). These results suggest that post-attachment invasive activity is unchanged in ID8 IP2 cells with activated Notch3 (Fig 5D).

## Discussion

Expression of Notch3 and activation of its downstream pathway is strongly correlated with poor prognosis in ovarian cancer. Our data demonstrate that activating Notch3 signaling is sufficient to accelerate disease progression and increase ascites accumulation in a mouse model of ovarian cancer, ID8 IP2 in the peritoneal cavity.

Mortality in ovarian cancer is generally due to metastasis, where cancer cells and spheroids detach from the primary tumor [43, 48], distribute in the peritoneal fluid, and attach to new sites [48, 49]. Even when ovarian cancer cells spread via hematogenous dispersal, they most commonly metastasize to the peritoneum [50–52]. The surface of the peritoneum is comprised of collagen-rich ECM overlaid with a single layer of mesothelial cells, which secrete glycosaminoglycans, surfactant, and proteoglycans that prevent adhesion between the peritoneal organs and may form a poor attachment point for tumor cells [7, 43, 53]. Ovarian cancer cells therefore preferentially adhere to the ECM under the mesothelium, while mesothelial cells are inhibitory to tumor cell attachment [43, 45, 49, 53–55]. In the normal peritoneal environment, there are areas of exposed ECM at mesothelial intercellular junctions, omental immune aggregates, and highly vascularized areas, which may provide initial attachment points for ovarian cancer cells [7, 51]. As ovarian cancer progresses, further damage to the mesothelium by inflammatory signals allows for increased exposure of the ECM and therefore provides more chance of attachment for tumor cells [7, 54, 56]. Attachment to collagen I causes additional invasive behavior in ovarian tumor cells, including activation, migration, proliferation, and secretion of factors that remodel the ECM and further metastasis [54]. Our data in 3 different ovarian cancer cell lines consistently suggest that Notch3 activation leads to increased likelihood of tumor cell binding to new sites in the peritoneum. These changes may explain why Notch3 expression is strongly correlated with lethality in ovarian tumors that have been identified in early stages: Notch3 expression increases the likelihood of stage 1 and 2 cancers to colonize distant sites leading to lethal metastatic stages 3 and 4.

We observe a significant difference in ascites accumulation at an early 8-week timepoint and statistically significant reduced survival with Gehan-Breslow-Wilcoxon analysis that better detects early survival differences, which suggests that the role of Notch3 occurs in the early stages of tumorigenesis. We propose a novel model for Notch3 action in ovarian cancer where Notch3 activation leads to increased seeding of detached tumor cells to new sites in the peritoneum. While previous studies have shown that loss of Notch3 reduces cell survival in Notch3-overexpressing ovarian cancer [14, 18], our results show that acquisition of Notch3 is not sufficient to increase survival, proliferation, or anchorage independent growth in these cells. We demonstrate that in the mouse ID8 IP2 and human OVCA429/OVSAHO ovarian cancer cell lines, Notch3 signaling upregulates the collagen I receptor subunit, ITGA1. Elevated ITGA1 expression increases adhesion to collagens I and IV in the ID8 IP2 cells. These results suggest that Notch3 activation increases the likelihood of ID8 IP2 cells to adhere to new peritoneal sites with exposed collagen I, thus increasing the frequency of new metastatic colonies. Previous studies have shown that Notch transcriptional complexes can bind directly to the enhancer of IGTA1 and other integrin genes, suggesting that integrins are direct transcriptional targets of Notch signaling [57]. In contrast, the late-stage human ovarian cancer cell lines OVCA429 and OVSAHO, harbor basal Notch3IC expression and may not readily gain additional adhesive properties in response to increased Notch3 activation, and the loss of correlation between Notch3 and survival in human stage 3 and 4 serous ovarian cancers suggests that later stage cancers upregulate Notch3-independent adhesion mechanisms.

We focused here on Itga1 due to its ability to bind collagen I, the most prevalent component of the peritoneal ECM [43, 45, 53]. However, activation of Notch3 also upregulates other integrins capable of binding peritoneal ECM components such as Itga11, which binds collagens I and IV, Itga7, which binds laminin, Itga9, which binds fibronectin, and Itgb3 and Itgb5, which both form dimers that bind fibronectin and vitronectin [58]. The reduced migration observed on fibronectin, for example, hints at tumor cell-ECM interaction regulated by Itgb3 and/or Itgb5. Multiple integrins may contribute to Notch3-mediated enhanced adhesion and accelerated disease progression observed *in vitro* and *in vivo* and could be explored in future studies. It is also possible that there is synergism between Notch3-mediated and Notch3-independent changes in adhesion, in particular upregulation of *COL11A1*, which is unaltered by Notch3 signaling but associated with poor survival in human HGSC and ovarian tumor progression in mouse models [59].

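In the RNA-sequencing of the mouse lines of Sets 1 to 4, Col11a1 had 361 ± 128 normalized counts (SD, n = 4) in Control and 532 ± 51.1 (SD, n = 4) in Notch3IC. Its log2 fold change was 0.57 (standard error 0.27, adjusted p = 0.317), and it was not called. The log2 ratios of Sets 1 to 4 were 0.26, 0.15, 0.42 and 1.78.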

The upregulation of integrin genes by Notch3 activation may also play a role in survival of detached tumor cells in the peritoneal fluid, which must evade detachment-induced apoptosis (anoikis) and lymphatic clearance. Ovarian tumor cells can form spheroids, which escape anoikis by mutual integrin/ECM signaling, cadherin signaling, and VEGF-A/VEGFR2 signaling [7, 43, 60]. Integrin signaling from spheroids also induce the exposure of additional ECM attachment sites between mesothelial cells [43]. Notch3 expression in early stage ovarian cancers may increase the likelihood of progression to metastatic later stage cancers. Investigation of Notch3-induced effects on ovarian spheroids is warranted in future studies.

Our results suggest that Notch3 plays an important role in the early stages of ovarian metastasis, and thus inhibition of Notch3 signaling may provide clinical benefit in prevention of progression of ovarian cancer from low-burden to high-volume dissemination. Unfortunately, clinically available general inhibitors of Notch signaling, such as γ-secretase inhibitors (GSIs), cause gastrointestinal toxicity and likely have off target effects [61, 62]. Antibodies against the Notch ligand DLL4 have been tested clinically against tumor angiogenesis, but are unlikely to block Notch3 signaling, which appears to be activated by the ligand JAG1 in ovarian cancers where Notch3 signaling has not become ligand-independent [41, 62–64]. JAG1 is expressed in the tumor microenvironment by peritoneal mesothelium and tumor-associated endothelium and loss of JAG1 in adjacent cells reduces tumor cell adhesion and growth, suggesting that microenvironmental activation of Notch3 is critical in tumor progression [41, 65]. Notch decoys that specifically block Jagged signaling have been developed and may merit testing for activity against certain ovarian cancers [11].

Our results strongly suggest that integrin dimer α1β1 is a key downstream factor in Notch3-induced metastasis, and targeting this complex may reduce metastasis in both Notch3-induced and Notch3-independent ovarian cancers. Currently, clinically available inhibitors target integrins αvβ3, αvβ5, α5β1, and the αv and α2 subunits of dimers [66, 67]. In vitro testing of anti-integrin β1 antibodies on ovarian cancer cells shows reduced spheroid formation, adhesion, and migration, supporting our results and suggesting that these antibodies may become clinically important [68, 69]. The naturally occurring collagen IV-derived molecule, arresten, is believed to function through integrin α1β1 inhibition and may show synergistic effects between its demonstrated anti-angiogenic properties and anti-adhesion activity in ovarian cancer [70].

Our examination of the role of Notch3 signaling highlights the importance of adhesion in metastasis, and suggests new targets for controlling ovarian cancers. Further study of other Notch3 targets may elucidate other important mechanisms of ovarian cancer progression.

## Materials and methods

### Cell culture

The mouse ID8 IP2 cell line was developed in the lab of co-author Jill Slack-Davis and provided directly to the Kitajewski lab [29]. ID8 IP2 cells were cultured in DMEM with 10% FBS, 1% ITS Liquid Media Supplement (Sigma-Aldrich I3146), and 1% penicillin-streptomycin, and infected with lentiviral vector FUW-luciferase-mCherry [71]. Human ovarian cancer cell lines OVCAR3. OVSAHO, and OVCA429 were a kind gift of Dr. Joanna Burdette (University of Illinois Chicago), A2780 was a kind gift of Dr. Tian-Li Wang (Johns Hopkins), and SKOV3-IP1 was a kind gift of Dr. Olga Razorenova (University of California Irvine). OVCAR3, A2780, OVSAHO and SKOV3-IP1 were cultured in RPMI 1640 with 10% FBS and 1% penicillin-streptomycin, while OVCA429 was cultured in MEM with 10%FBS, 1% L-glutamine, 1% NEAA, 1% Sodium pyruvate and 1% penicillin-streptomycin. Mouse and human cells were lentivirally infected with virus derived from a pCCL vector encoding an HA-tagged Notch3 intracellular domain (codons 1664–2318) followed by an IRES-GFP (Notch3IC, Fig 1C) or empty pCCL vector. Five matched sets of Notch3IC and control ID8 IP2 lines were generated, identified as Sets #1-#5 throughout. Human cells were freshly infected prior to each experiment. Post-hoc testing suggests that all ID8 IP2 lines were mycoplasma positive throughout these experiments.

### Immunoblotting

Western blot was performed on 15μg of cell lysates subjected to SDS-PAGE electrophoresis in an 8% gel and subsequently blotted to nitrocellulose membrane. Membranes were stained with primary antibodies anti-Notch3 at 1:1000 (Santa Cruz Biotechnology Inc., sc-5593), anti-Notch1 at 1:1000 (Cell Signaling #3608), or anti-α-Tubulin at 1:1000 (Sigma-Aldrich, T6074) and secondary peroxidase-conjugated antibodies goat anti-rabbit at 1:5000 (Sigma-Aldrich, A6154) and sheep anti-mouse at 1:5000 (GE Healthcare Life Sciences, NA931VS). Enhanced chemiluminescence was used to detect secondary antibodies (Thermo Scientific SuperSignal West Femto Chemiluminescent Substrate, or GE Healthcare Life Sciences Amersham ECL).

### RT-PCR

RNA was extracted from harvested cells using the RNeasy Mini Kit (QIAGEN, 74104), and cDNA was generated using Verso^™^ cDNA synthesis Kit (Thermo Scientific^™^, AB1453A). Semiquantitiatve RT-PCR was performed with 150ng of cDNA template and 1 unit of Maxima Hot Start Taq polymerase (ThermoFisher Scientific) for 35 cycles using primers indicated in S1 Table.

For qRT-PCR, cDNA for Notch3, Hes1, Hey1 and HeyL were assessed on a Life Technologies ABI ViiA7^TM^ Real-Time PCR system using ABsolute Blue qPCR SYBR Green ROX (Thermo Scientific, AB4163A) reagent and primers indicated in S1 Table. Mean threshold cycle numbers (Ct) were determined for each gene and compared to the mean Ct of beta actin. The fold change was calculated by comparing the Ct of Notch3IC and Control cell lines normalized to ß-actin Ct. Results were graphed in Graphpad Prism 7 software.

### ID8 IP2 *in vivo* modeling

All animal experiments were approved by The Columbia University Institutional Animal Care and Use Committee and comply with the USPHS Policy on Humane Care and Use of Laboratory Animals. All personnel working with mice in this study have attended the Columbia University Laboratory Animal Regulatory Lecture, passed courses TC0900 Introduction to the Institute of Comparative Medicine (ICM), TC0800 The Mouse and Rat: Computer Based Training, and TC0550 Rodent Barrier Training, and attended the ICM wetlab taught by Columbia University veterinary staff. All animals were monitored daily by ICM staff and at minimum twice weekly by Kitajewski lab members. Mice were housed in an AAALAC-certified barrier environment with restricted access and autoclaved equipment. All mice for this study were purchased from Charles River or Jackson Labs. Mice were housed in cages of approximately 75 square inch floor space at no more than 5 adult female mice per cage, provided with bedding and nestlet enrichment. Bedding, water, and food were checked daily by ICM staff and changed weekly or more often as needed. When humane endpoints were met, euthanasia was performed by placing animals in a chamber, filling the chamber with CO_2_ at 30% of chamber volume per minute until at least 1 minute after cessation of respiration, and performing cervical dislocation to ensure death. Anesthesia was performed by administering 2–5% isoflurane using a precision vaporizer and nosecone, and sterile gel was applied to both eyes to prevent drying during the procedure.

2x10^6^ ID8 IP2 luciferase Notch3IC or Control tumor cells from Set #1 or Set #2 were suspended in phosphate buffered saline (PBS) and injected intraperitoneally (IP) into 6–8 week old female *Foxn1*^*nu*^ nude mice. IP injections are judged to cause only minimal and transient distress, so no anesthesia was used at this stage. A total of 76 mice were injected, 69 of which developed tumors. Tumor take failed in Notch3IC and Control injections at similar numbers. Mice were assessed weekly via circumference measurement and IVIS Spectrum In Vivo Imaging System (PerkinElmer) bioluminescent imaging. For IVIS imaging, mice were anesthetized, injected with 100μL of 30mg/mL luciferin (XenoLight D-Luciferin, Perkin Elmer), and imaged after 10 minutes. Circumference measurements were taken while mice were under anesthesia. Mice were sacrificed when they had reached 25% or greater increase in circumference or cachexia body condition score of BC1 or BC2 [35]. Six mice were found dead prior to reaching approved humane endpoint criteria. One cohort of mice was sacrificed at 8 weeks post-implantation regardless of tumor progression. At sacrifice, the peritoneal cavity was opened, peritoneal organs were removed, and the mice were imaged via IVIS to determine tumor burden in the peritoneal wall. The right ovary and attached uterine horn were dissected out together and IVIS imaged as well. 100 μL of 30mg/mL luciferin was mixed with 400 μL of phosphate buffered saline and directly added to tissue. Measurements were captured at 5 min post luciferin addition. ID8 IP2 cells were also injected into C57BL/6 hosts, but tumor onset was highly variable and luciferase expression was frequently lost in tumor cells.

### Statistics

All graphs and statistics were generated with Graphpad Prism 7 software using the statistical tests and sample sizes indicated in text and figure legends. T-test indicates two-tailed Welsh’s t-test with between-subject design and a significance threshold of p ≤ 0.05. Flow cytometry data (Fig 4C) was log_10_ transformed prior to t-test to account for the differences in magnitude of baseline ITGA1 expression between cell lines. Data from all samples and experiments were included with two exceptions: (a) data collected from cell line sets where post-facto Western blotting against Notch3IC showed poor lentiviral infection were excluded, and (b) mice injected with ID8 IP2 cells which did not develop tumors (i.e. no “tumor take”) were excluded. Failure of tumor take occurred in small numbers at similar rates between Control and Notch3IC injections. Outliers were not excluded. Mouse survival was analyzed with Mantel-Cox and Gehan-Breslow-Wilcoxon tests in Graphpad Prism versions 7 and 8. Correlation between Notch3 expression and human ovarian cancer was conducted using publicly available data at http://kmplot.com/analysis/index.php?p=service&cancer=ovar according to published algorithms [72]. KMplot data was analyzed using overall survival as a readout, excluding biased arrays, and restricted to serous ovarian cancer stages 1 and 2 for Fig 2B or serous ovarian cancer stages 3 and 4 for Fig 2C.

### Histology

Mouse tissue was dissected and was snap frozen in optimal cutting tissue compound (Tissue-Tek® O.C.T.). Hematoxylin and eosin (H&E) staining was performed on 5 μm frozen sections. Images were acquired on a Nikon Eclipse E800 Fluorescence Microscope with Nikon High-Resolution Digital Camera DXM 1200.

#### RNA sequencing

RNA was extracted from Notch3IC and Control Sets #1-#4 with a RNeasy Mini Kit (QIAGEN, 74104) and the RNase-Free DNase Set (QIAGEN, 79254). Library preparation and sequencing was performed by the JP Sulzberger Columbia Genome Center using Illumina TruSeq RNA Prep Kit with poly-A pulldown followed by sequencing ~30 million 100-base pair single-end reads on an Illumina HiSeq 2000 or 2500 instrument. Sequence was converted and demultiplexed using bcl2fastq, matched to the murine genome using TopHat, reads were determined with Cufflinks [73], and differential gene expression assessed with DESeq [74]. Multiple testing error was corrected using the Benjamini-Hochberg correction implemented in DEseq for adjusted p-values [75]. Genes with adjusted p-value < 0.1 and a Log_2_ fold change >|1| were subjected to pathway analysis using The Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.7 analysis wizard (NIAID, NIH). Differentially expressed genes were converted to human orthologs using HomoloGene build 68 (NCBI, NIH) and analyzed with the Broad Institute’s Gene Set Enrichment Analysis (GSEA) [40]. The complete RNA sequencing dataset is available at accession GSE132737 in the NCBI Gene Expression Omnibus repository at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132737.

### Flow cytometry of Itga1

Mouse cells were dissociated from tissue culture plastic using a 1:4 mixture of Versene:Trypsin (0.05%) and human cells were dissociated using a 1:10 mixture of Cell dissociation buffer (Gibco 13150–016): Trypsin (0.05%). 5x10^6^ mouse or human cells infected with Notch3IC or Control overexpression vectors were stained with 0.2μg of either hamster anti-rat/mouse CD49a or isotype control conjugated to Alexa Flour 647 (BD Pharmingen 562113, and 562112) in 100μL of buffer (PBS with 0.1%NaN_3_ and 0.5% bovine serum albumin). Cells were washed, fixed with 1% paraformaldehyde in buffer, filtered through a 35μm nylon mesh, and analyzed on a Gallios flow cytometer **(**Beckman Coulter). FlowJo 10.2 was used for gating and analysis. The number of replicates for each experiment are indicated in each figure legend.

### Adhesion to extracellular matrix (ECM)

24-well plates were coated according to manufacturer specifications with Collagen I 5μg/cm^2^ (Corning 354236), collagen IV 10μg/cm^2^ (Corning 354233), fibronectin 5μg/cm^2^ (Corning 354008), laminin 10μg/cm^2^ (Corning 354232), or vitronectin 2μg/cm^2^ (R&D Systems 2349VN100) and blocked with 1% bovine serum albumin. 2x10^4^ cells were seeded of both Notch3IC and Control and incubated at 37°C in 5% CO_2_ for 30 to 90 minutes. Non-adherent cells were washed away with phosphate-buffered saline. Adherent cells were fixed with methanol and stained with 0.1% crystal violet. Cell were counted with a Celígo instrument and software (Nexcelom Bioscience). Sets #3–5 of ID8 IP2 were assessed in triplicate on 3 separate occasions. The Notch3IC mean was compared to the Control mean for each line.

### Migration scratch/wound assay

A confluent monolayer of cells in a 12-well plate was scraped with a p200 tip and the cells were allowed to close the gap. Photos were taken at 10x at 6 and 12 hours. Experiments were repeated in triplicate wells 3 times each for Sets #1, #2, and #4. Images processed in ImageJ (NIH) [76] with “find edges” and “sharpen” tools to increase contrast between the scratch and cellular areas and quantified with TScratch (Tobias Gebäck and Martin Schulz, ETH Zürich). For defined extracellular matrix, cells were seeded onto Oris collagen I or fibronectin coated 96 well plates (Platypus Technologies, CMACC1.101 or CMAFN1.101) and incubated overnight to create a confluent monolayer around the plug. Plugs were removed and cells were imaged at 0, 6, 12, and 24 hours and evaluated for confluence with a Celígo cytometer instrument and software (Nexcelom Biosciences). Sets #3-#5 were assessed in quadruplicate wells twice. Graphs display the average of the duplicate experiments for each set.

### Invasion

For Matrigel assessment, 1x10^4^ serum-starved cells were seeded in serum free media (DMEM 1% penicillin/streptomycin) onto BioCoat transwell inserts with 8μm pores pre-coated with Growth Factor Reduced Matrigel (Corning, 354483) or uncoated transwell inserts. Set #1 was evaluated in triplicate wells in 3 replicate experiments. Full-serum media (described above) was added below the insert. Cells were incubated for 24 hours, then fixed with methanol and stained with 0.1% crystal violet. Four 20x photos per insert were quantified by counting individual cells in ImageJ (NIH) [76].

Invasion through collagen I was assessed by seeding 2.5x10^5^ serum-starved cells onto CytoSelect 24-Well Cell Invasion Assay Collagen I, Colorimetric Format (Cell Biolabs, Inc., CBA-110-COL) in serum free media, and adding full-serum media to the well below the insert. Sets #3-#5 of ID8 IP2 were assessed in triplicate wells. After 72 hours, cells were stained, the stain was extracted according to manufacturer protocol and remaining stain was assessed at 560nm.

### Proliferation

Proliferation/ viability assays were performed by seeding 2500 cells per well in a 24 well plate and assessing the number of viable cells at 48 hours with WST-8 (Dojindo Molecular Technologies) absorbance readings at 450nm. 450nm readings were compared to readings of a standard curve generated from like cells. 5 separate experiments were performed with 3 replicates of both Notch3IC and Control. One matched set of lentiviral infected ID8 IP2 was assessed (Set #1). Graphs and statistical analysis were generated in GraphPad Prism 7.

### Colony formation in soft agar

Colony-forming plates were prepared by layering 0.75% agar in media, 0.75% agar and 2x10^4^ cells, 0.75% agar in media, and complete media in a 24 well plate in the listed order (see cell culture). Cells were incubated at 37°C in 5% CO_2_ for 3 weeks, changing media layer every other day. At 3 weeks, plates were stained with MTT at 37°C in 5% CO_2_ for 3 hours followed by washing with phosphate-buffered saline. Five 5X photos per well were taken and the number of colonies and area of colonies were evaluated with ImageJ (NIH) software. 4–6 wells were evaluated for each of 3 experiments conducted on one matched ID8 IP2 luciferase line set (Set #1). Graphs and statistics were generated with Graphpad Prism 7.

## Supporting information

S1 Fig Uncropped primary gel images. (A) Complete agarose gel images for semi-quantitative RT-PCR results used in Fig 1A. Lanes marked 1–6 are RNA samples from cell lines ID8 IP2, ID8 luc, OVCAR3, HUVEC, HBVP GFP, and water controls, respectively. Genes being tested are indicated under each set of samples. (B) Composite chemiluminescence and brightfield images for results in Fig 1B. (C) Composite chemiluminescence and brightfield images for results in Fig 1C. (D-E) Chemiluminescence images for Notch1 and Tubulin results in S4F Fig. (F-G) Chemiluminescence images for Notch3 and Actin results in S5A Fig.
(TIF) Click here for additional data file.

S2 Fig ID8 IP2 ovarian cells cause disseminated tumors and ascites, features of human HGSC. (A) Mice intraperitoneally injected with ID8 IP2 cells exhibit ascites accumulation and (B) tumors that disseminate to sites throughout the peritoneal cavity, including the intestine, liver, and peritoneal wall (detail of boxed region of peritoneal wall in C). (D-E) H&E staining of two representative sections of an ID8 IP2 tumor, showing highly nucleated papillary tumors on the peritoneal wall.
(TIF) Click here for additional data file.

S3 Fig Notch activation does not affect the survival of ID8 IP2 in vitro. (A) Notch target genes are robustly upregulated in each Notch3IC line compared to its matched Control, but qRT-PCR indicates variability in the magnitude of upregulation between lines. (B) ID8 IP2 Notch3IC show similar rates of viability/proliferation over a 48-hour period compared to Control. (C) ID8 IP2 Notch3IC do not form significantly more colonies than Control when grown in soft agar to assess anchorage independent growth.
(TIF) Click here for additional data file.

S4 Fig Notch3IC display increased surface levels of ITGA1 by flow cytometry. (A-D) Representative gating strategy for flow cytometry. (A) Forward and side scatter gating to exclude dead cells and debris. (B) Negative control unstained ID8 IP2 parental cells. (C) Notch3IC cells stained with isotype control. The Notch3IC cells express GFP due to an IRES-GFP moiety of the Notch3IC construct. (D) Representative matched set of Control and Notch3IC cells stained with AF647-congugated anti-ITGA1 antibody. (E) ITGA1 surface expression is increased roughly 10 fold in Notch3IC cells compared to Control. Matched Sets #3–5 were assessed twice each, p = 0.0414, Welch’s t-test. The same data, averaged and transformed, is presented in Fig 4C, show here untransformed for easy comparison of fold changes. (F) Western blot of Notch1IC and Control cells, showing strong upregulation of Notch1IC protein. (G) ITGA surface expression is increased approximately 0.5 fold in Notch1IC cells compared to Control. Three independent matched sets were assessed once each, p = 0.0395, Welch’s t-test.
(TIF) Click here for additional data file.

S5 Fig Increased Notch3 expression also upregulates ITGA1 in human ovarian cancer cells. (A) Representative Western blots show that expression of Notch3 intracellular domain is upregulated in Notch3IC lentivirally infected OVCA429 and OVSAHO cell lines. (B) qRT-PCR indicates that Notch3IC cells harbor significant upregulation of Notch 3 (p = 0.000001 for OVCA429 and p = 0.008691 for OVSAHO, Student’s t-test) and Hey L (p = 0.029 for OVCA429 and p = 0.013 for OVSAHO; error bars = S.E.M). (C) ITGA1 is upregulated by more than 10 fold on the surface of Notch3IC overexpressing cells as assessed by flow cytometry in a single experiment. (D-H) Representative gating strategy for flow cytometry for OVCA429 (top) and OVSAHO (bottom) cells. **(**D) Forward and side scatter gating to exclude dead cells and debris. (E) Unstained control cells. (F) Unstained N3ICD-expressing cells. (D-E) Representative matched sets of Control and Notch3IC overexpressing cells stained with AF647-congugated anti-ITGA1 antibody.
(TIF) Click here for additional data file.

S1 Table Primers used for semi-quantitative RT-PCR and qRT-PCR for Notch receptors, Notch ligands, Notch3 downstream target genes, and control β-actin. (DOCX) Click here for additional data file.

S2 Table Complete list of adhesion and extracellular matrix gene clusters. Determined by DAVID analysis to be significantly enriched in genes upregulated in Notch3IC cells, in order of ascending adjusted p value.
(DOCX) Click here for additional data file.

# Supplementary material for: Notch3 signaling promotes tumor cell adhesion and progression in a murine epithelial ovarian cancer model
**Source:** PLoS One. 2020 Jun 11;15(6):e0233962. doi: 10.1371/journal.pone.0233962
**Supplement:** S1 Table

**Table S1**. **Primers used for semi-quantitative RT-PCR and qRT-PCR for Notch receptors, Notch ligands, Notch3 downstream target genes, and control β-actin.**

# Supplementary material for: Notch3 signaling promotes tumor cell adhesion and progression in a murine epithelial ovarian cancer model
**Source:** PLoS One. 2020 Jun 11;15(6):e0233962. doi: 10.1371/journal.pone.0233962
**Supplement:** S2 Table — Determined by DAVID analysis to be significantly enriched in genes upregulated in Notch3IC cells, in order of ascending adjusted p value.

**Table S2. Complete list of adhesion and extracellular matrix gene clusters.** Determined by DAVID analysis to be significantly enriched in genes upregulated in Notch3IC cells, in order of ascending adjusted p value.

How the deposited data were processed for this re-analysis (not part of the article)

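RNA-sequencing of the Control and Notch3IC lines of ID8 IP2 Sets 1 to 4 was examined, 8 libraries in all. According to the paper, polyadenylated RNA was sequenced as single-end reads, aligned with TopHat, counted with Cufflinks and compared with DESeq. The authors deposited counts of reads per gene symbol, 1 table per library. The values were whole numbers without normalization, listed for 23284 symbols, of which 17359 had at least 1 count. The genome build, the annotation and the strandedness of the libraries are not stated in the paper's text. Symbols were placed on GRCm38 with GENCODE release M21, which holds 20882 of them, and 1909 more were matched through synonyms. Gene positions and overlaps are from that annotation, with overlap given as a percent of a gene's exon bases.

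Library totals ranged from 15524262 to 28208072 counts. The biological coefficient of variation was 26.3% in the fit with condition alone and 14.1% with the matched set as a block. These values describe the spread between libraries. They were not set against the counting error, so they do not rank the spread against depth as a limit on precision.

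The main comparison was Notch3IC against Control with edgeR 4.0.16 (TMM normalization, filterByExpr by condition, robust quasi-likelihood fit and F test) in R 4.3.3. A gene was called at an adjusted p under 0.1 (Benjamini-Hochberg over the genes tested) and a log2 fold change of at least 1 in size, which are the paper's thresholds. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean library size, given as mean ± SD. Ratios within a set use a pseudocount of 0.5. For a gene with at most 3 counts in every Control library, a lower bound was computed against 3 counts in place of a fold change. Whether the set numbers pair the libraries was checked once. By the paper's description each set is a matched pair of lines, and the deviations of the Control and the Notch3IC library of a set from their group means correlated across genes at 0.80, 0.40, 0.57 and 0.41 in Sets 1 to 4, against -0.50 to 0.37 for crossed pairs. The fit with condition alone stays the main one, as the paper names no set term, and the block is given as an alternative.

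Lists of genes were tested with limma 3.58.1 (camera, two-sided, preset correlation 0.01, threshold 0.05) and with Fisher's exact test among the genes tested. The lists were the collagens, integrins, laminins, cadherins and small leucine-rich proteoglycans, and lists for proliferation, interferon response, mesenchymal genes, epithelial genes and leukocytes. They were written, with the design and the alternatives, before the data were examined. The genes of Fig 1E, Fig 4A and Fig 4B were read from the figures.

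The alternatives were DESeq2 1.42.0, RLE and upper-quartile normalization, scaling by library totals, no expression filter, a filter of at least 10 counts in every library, the replicate block, an adjusted p under 0.05, no fold-change limit, and leaving out each library and each set. For the set tests they were an estimated correlation, fry and the genes of the heat maps. Offsets that remove the trend of each library with GC content and transcript length, known for 99.0% of the genes tested, were chosen after the data were seen. So were the block with these offsets, the block with each set left out and fry with the block. The closing section gives their effect.

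Genes named in the text are those the paper names or stars for this experiment, the remaining genes of Fig 1E, and the 5 called genes with the largest rise and the 5 with the largest fall among those changed the same way in all 4 sets with at least 50 counts in every library of the higher group. Itgal, Itgad and members of short lists were named after their values were seen.

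The test was tried on simulated data with the dispersion of these libraries. With a simulated log2 fold change of 1, 38.6% of 197 changed genes were recovered. With 2 it was 90.9% of 197, and with 3 it was 95.5% of 200. There were 2, 11 and 9 false calls. At a simulated change of 1 the estimated size had a median of 0.999, next to the fold-change limit of 1 that a call needs. That limit alone removes many of these genes, so 38.6% is not the power of the test by itself. The simulated libraries were independent, without matched sets or a weakly responding set, so these rates need not hold for the real libraries.

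Similarity between Notch genes was measured on GENCODE transcripts, and figures were drawn, with Python 3.11.15, NumPy 2.4.6 and Matplotlib 3.10.9. RT-PCR, flow cytometry, adhesion assays, human cell lines and animal experiments are not analysed here. The databases of DAVID and GSEA are not used here, so Tables 1 and 2 were not recomputed.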

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

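The tests of Set 1 and of Set 2 given here were chosen after the result was seen. In 43 named genes and the library totals, each group of 4 libraries was searched for a library far from the other 3. A gap above Dixon's 95% critical value, as a share of the group's range, was found in 11 of 88 groups, where chance gives about 1 in 20, or 4.4. Genes of one library are not independent, so the excess rests on few libraries.

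Set 1 held 6 of the 11. Itgb1 was at 25358 normalized counts in Control of Set 1 against 15210 to 16127 in the other Controls (0.910 of the range), and Notch3IC of Set 1 was as far from its group (0.894). Notch3IC of Set 1 was also apart in Hes1 (0.944), and Control of Set 1 in Jag1 (0.874) and Col8a1 (0.846). In Tspan18 the ratio was 1, with less than 1 normalized count in Control of Set 1 and 0 in the other Controls, too few to weigh. The shift is not limited to these genes. Over 11136 genes Control of Set 1 had an SD of 0.62 (log2) around the mean of the other Controls, against 0.30 to 0.39 for each of the others. Removing the trend with GC content and transcript length left it at 0.622, so such a trend is not the cause. Depth is not the cause either, since 2 Control libraries had fewer counts than Control of Set 1. The shift is shared by both lines of the set, whose deviations from their groups correlated at 0.80. A difference between the cells of the set before infection and a difference in handling could each give this, and the design does not separate them. The paper gives no sequencing batch, and it names alternative instrument models without assigning libraries to them. A difference in sequencing is thus not separated either.

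Notch3IC of Set 2 was apart in Lfng (0.900), Map3k9 (0.861) and Pde1b (0.860), in each case on the side of the Controls. This goes with its weak response in Notch3 and its targets. The cause is not its lower depth: thinned to its total, the other Notch3IC libraries kept at least 2611 counts on Notch3, where it had 319. A small share of Notch3IC cells among cells like Control would make each gene's excess in Set 2 the same percent of that in the other sets. For Notch3 it was 6.66%, for Hey1 5.54%, for Heyl 5.00% and for Nrarp 4.59%. For the 229 genes called lower without Set 2 the median was 35.0% (quartiles 14.9% and 51.9%), and for the 670 called higher 15.7% (quartiles 5.50% and 31.1%), with 71.9% of these above Notch3. Single genes also respond unequally from set to set. Each set was therefore left out in turn, and the median percent of the genes with an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 in the other sets was divided by that of Notch3, a ratio that a mixture leaves as it is in the other sets. For genes that fell it was 5.72 in Set 2 and 0.50 to 1.09 in the others. For genes that rose it was 2.38 in Set 2 and 0.47 to 1.15 in the others, and for those of them with a Control mean under 5% of a Notch3IC mean of at least 200 normalized counts 1.71 against 0.58 to 1.23. These values argue against a mixture as the whole cause, with the smallest margin for these last genes. A mixture as part of the cause, and a lower level of Notch3IC per cell to which genes respond unequally, stay open.

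Control of Set 3 was apart in Notch3 (70.8 against 38.7 to 42.0 normalized counts, 0.896) and Control of Set 2 in Notch1 (35.8 against 53.1 to 54.6, 0.923). Both genes are near their lowest level there, and 2 such gaps are within what chance gives. No explanation was tested for them.

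Among the called genes with the largest rises, 3 are not discussed in the paper. By the mean of the 4 libraries, Cdh15 was at least 764-fold higher in Notch3IC, Pde1b at least 286-fold and Tspan18 at least 119-fold, each against a floor of 3 counts in the Controls. All 3 were higher in 4 of 4 sets, with lowest bounds in a single set of at least 57.3-fold for Cdh15 (Set 2), 34.8-fold for Pde1b (Set 2) and 43.9-fold for Tspan18 (Set 3). Cdh15 and Pde1b lost their calls without Set 3 and without Set 4, and Tspan18 without Set 4. The count of called genes that these belong to, 515, was reached in 1 of 35 splits of the 8 libraries, the real one. Another split had 463. Only 8 splits part all 4 matched pairs, so the real one can rank no better than 1 of 8. The count covers all called genes, so it does not decide whether an arbitrary grouping explains these 3.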

How the results depend on the processing

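GC and length offsets, their combination with the block, the block with a set left out, fry with the block and the tests of why calls were lost without Set 3 or Set 4 were chosen after the result was seen. All other alternatives were set before the data were examined. Of the genes named in the text, the replicate block called Col6a2, Notch4, Lfng, Itgb2, Ogn, Podnl1, Lama1, Lama5, Krt19 and Esrp2, which the fit with condition alone did not call, and it changed no other call of a gene named in the text.

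The numbers of called genes were the least stable. Against 423 higher and 92 lower, DESeq2 gave 707 and 192, and the replicate block 645 and 315. An adjusted p under 0.05 left 48 genes lower (290 higher), and without the fold-change limit 210 were lower (622 higher). RLE, upper-quartile and library-total scaling gave 416, 431 and 395 higher and 93, 88 and 82 lower. GC and length offsets gave 394 and 128, and with the block 603 and 372. Across the 12 fits that left out 1 library or 1 set, the number higher went from 0 to 702 and the number lower from 0 to 305. The lowest were without Set 4, where 1011 genes had an unadjusted p under 0.05, and the highest without Notch3IC of Set 2. With the block, leaving out Sets 1, 2, 3 and 4 in turn gave 46, 904, 59 and 129 higher and 23, 426, 22 and 30 lower.

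The fits without Set 3 or Set 4 lost nearly all calls in the fit with condition alone. Fewer samples alone is not the cause, since 550 genes were called without Set 1 at the same number of libraries. The mean biological coefficient of variation was 22.4% in the 2 fits that hold both Sets 3 and 4 and 29.3% in the 2 that lack 1 of them. The libraries of these sets had log-CPM correlations of 0.994 in Control and 0.993 in Notch3IC, against 0.949 to 0.982 for other pairs of sets. The closeness of Sets 3 and 4 may therefore lower the estimated dispersion on which most calls rest.

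Of the Notch genes of Fig 1E, 7 were called higher, and 4 with at least 10 counts in every library, where genes nearly absent from Control leave the test. Across the fits leaving out 1 library or set there were from 0 to 8. For the collagens, 7 were called higher, 15 with DESeq2, 15 with the block, 4 with at least 10 counts in every library, 4 at an adjusted p under 0.05, and from 0 to 14 in the fits leaving out 1 library or set. For the integrins, 6 were called higher, and from 0 to 9 in those fits.

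Itga1 kept a log2 fold change between 3.45 and 4.44 in the leave-out fits and was called in 8 of 12 (adjusted p from 0.000883 to 0.309 over these). Itgb1, at 0.14, ranged from -0.0787 (without Notch3IC of Set 1) to 0.342 in them and was called in none. The Notch2 change, at -0.03, ranged from -0.100 to 0.0920, and changed sign without Control of Set 1 (0.0920) and without Set 1 (0.0468). For Itgb1 both libraries of Set 1 were high, and leaving out 1 of them alone breaks that pair. Without the whole of Set 1 the change was 0.116, and with the block 0.132. The cause of the sign change of Notch2 was not tested.

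Set-test p values given here are not adjusted over the lists. The collagen, small leucine-rich proteoglycan and cadherin set tests kept their direction and a p under 0.05 under every alternative run. The integrins did too, apart from fry with the block (p of 0.0532). With the correlation estimated from the data the mesenchymal list had a p of 0.0726 and the epithelial list a p of 0.0700. The other alternatives kept both under 0.05. The laminins, never under 0.05, changed direction with at least 10 counts in every library (p of 0.868), with the block (0.573), with fry and the block (0.347), with the block and GC and length offsets (0.529), with the block without Set 1 (0.608), Set 3 (0.347) or Set 4 (0.417), and in the leave-out fits without Notch3IC of Set 3 (0.868) and without Set 3 (0.754). Over all leave-out fits their p ran from 0.403 to 0.968. The proliferation list had a p of 0.453. Leave-out fits ran from 0.0338 (without Control of Set 2) to 0.844, and without Control of Set 1 the direction changed (0.736). The interferon list had a p of 0.161. Leave-out fits ran from 0.0105 (without Set 2) to 0.890, and without Set 1 the direction changed (0.707), as it did with the block without Set 1 (0.681). The leukocyte list, with 3 genes tested, changed direction with RLE (p of 0.985), no filter (0.331), fry (0.733), GC and length offsets (0.895) and these with the block (0.929), and in 5 leave-out fits. Over all its leave-out fits the p ran from 0.809 to 1.00, and in the 5 it was 0.936 and 0.977 without Control of Sets 2 and 4, 0.853 and 0.997 without Notch3IC of Sets 1 and 3, and 0.982 without Set 1. The cause of these changes was not tested.

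Among the results for other single genes, 112 were weaker (27 genes), 15 stronger (3 genes), 2 reversed (Notch2, above) and 619 the same. DESeq2 made none weaker. Depth limits genes near absence from Control. For Heyl, Cdh15, Tspan18 and Pde1b only a lower bound of the fold change can be given. Itgax and Dll4 did not pass the expression filter, with 1 and 0 counts in Notch3IC of Set 2.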

Differences from the paper's values

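The GC and length offsets, their combination with the block, and the block without Set 2 were chosen after the result was seen.

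The paper's number of genes lower in Notch3IC is 163, and 92 were called lower here. Of the alternatives set before the data were examined, DESeq2 (192), no fold-change limit (210), and leaving out Control of Set 1 (146), Set 1 (151) or Set 2 (229) came within 1.5 times of the paper's number, and the others did not. With the GC and length offsets, chosen after seeing the values, it was 128, also within that range. The paper's number of genes higher, 478, was within that range of the 423 called here.

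The adjusted p values of the integrins were larger here than in the paper. For Itga1 the paper's is 0.00770 and the value here 0.0266. For Itga9 the paper's is 5.80E-06 against 0.0151, for Itga11 the paper's is 1.32E-06 against 0.0497, and for Itgb5 the paper's is 6.17E-03 against 0.0287. None of the alternatives set before the data were examined came within 1.5 times of the paper's values for these 4. The paper's own program, DESeq, was not among them. Whether it would close this gap, or that in the number of genes lower, is open. DESeq2 gave 8.28e-09 for Itga1, 4.84e-26 for Itga9, 0.000829 for Itga11 and 5.33e-06 for Itgb5, below the paper's values apart from Itga11. Leaving out Set 2 went below them for Itga1 (0.00375) and Itgb5 (0.00307), as did leaving out its Notch3IC library alone (0.000883 and 0.000726). For Itga7 the paper's is 2.30E-02 against 0.0837, and leaving out Set 2 gave 0.0188, within 1.5 times of it. DESeq2 (0.000644) and leaving out Notch3IC of Set 2 (0.00599) went below the paper's value, and the others stayed above it. For Itgb3 the paper's is 6.51E-03 against 0.0456. Leaving out Notch3IC of Set 2 (0.00581) or Set 2 (0.00897) came within 1.5 times of it. DESeq2 (2.52e-05) went below that range, and the others stayed above it. The log2 fold change of Itga1 did not differ by more than its standard error, and the paper's means of Itgb1 equal those from DESeq2's size factors.

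The paper counts Col6a2 among the collagens that rose significantly. Here its adjusted p was 0.111 (log2 fold change 1.77). It was called with DESeq2 (0.00583), no filter (0.0975) and the block (0.0467), and without Control of Set 2 (0.0836), Notch3IC of Set 2 (0.0648), Set 1 (0.0908) or Set 2 (0.0510). It was also called with settings chosen after seeing the values, the block with GC and length offsets (0.0460) and the block without Set 2 (0.000144). The paper stars Itgax in Fig 4B. Here it did not pass the filter, and it was called with DESeq2 (0.000134), no filter (0.0642), without Notch3IC of Set 2 (0.0223), without Set 2 (0.0391), though not with any 1 Control library left out (0.106 to 0.195), and with the block without Set 2 (0.00634), which was chosen after seeing the values. The paper reports a rise of Dll4. It was not tested here, and was called with DESeq2 (0.0208) and no filter (0.0789). Col6a3, which the paper's list of significant collagens leaves out, was called here (log2 fold change 4.03, adjusted p 0.0964), but not with at least 10 counts in every library (0.102) or an adjusted p under 0.05, and not in 9 of the 12 leave-out fits.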

Other observations

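The tests with GC and length offsets, of the mesenchymal and epithelial lists in single sets, of the 6 leukocyte transcripts and of the Notch1 sequence were chosen after the result was seen.

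The real split of the 8 libraries gave 515 called genes, and of the 35 splits into 4 and 4 it was the 1 with as many. The set numbers pair the libraries, and of the 8 splits that part all 4 pairs the other 7 called 0 genes, with 5 to 1462 genes at an unadjusted p under 0.05. The nearest other split, with 463 genes, put Control and Notch3IC of Set 1 with Notch3IC of Sets 3 and 4. It parts 2 pairs and follows both the distance of Set 1 and the weak response of Set 2. The split of Sets 1 and 2 from Sets 3 and 4 called 71 genes, and the remaining 32 splits 0, with 5 to 2283 genes at an unadjusted p under 0.05.

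Of the called genes 82.1% were higher in Notch3IC. Other scalings left the share between 81.7% (RLE) and 83.0%, so the choice among these scalings is not the cause. They moved the median log2 fold change only from -0.009 to between -0.043 (library totals) and -0.011 (upper-quartile). Shifts this small could hardly change the share, so a larger error of scaling is not excluded. Offsets for GC content and length moved it to 75.5%, and the block alone to 67.2%. With both it was 61.8%, still above equal shares. The offsets also moved the median log2 fold change to -0.078, and to -0.079 with the block, a shift that can itself change the share. These fits reduced the excess of higher genes without removing it, and the share depends on both choices. They do not separate a trend with GC content or length from that shift. That Notch3IC acts mainly to raise expression is consistent with these tests and remains a hypothesis.

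The paper's Table 1 lists mesenchymal cell development among its enriched clusters, found in these same libraries, so a rise of such genes here is not independent evidence. The mesenchymal genes listed here lay higher in Notch3IC, with 13 of 14 genes and a median log2 fold change of 0.61 (camera, p of 6.81e-06 adjusted over 10 lists). Postn (6.40), Snai2 (2.30) and Zeb2 (1.26) were called, and Fn1 (1.09) joined them when adjusted over the list alone. Of the 14 epithelial genes 5 were tested, and all 5 were lower, with a median of -0.74 (adjusted p of 0.00225). None was called over all genes tested, 3 had an unadjusted p under 0.05, and Krt19 (-2.12) and Esrp2 (-1.06) were lower when adjusted over the list alone. These members were named after their values were seen. Neither list holds a collagen or an integrin. The cadherin list also holds Cdh2 of the mesenchymal and Cdh1 of the epithelial list. With GC and length offsets the unadjusted camera p was 5.07e-07 for the mesenchymal and 0.00324 for the epithelial list. With the block added it was 6.62e-08 and 0.00140, so such a trend is not the cause. The direction does not come from Sets 3 and 4 alone. The weaker of Sets 1 and 2 had a median log2 ratio of 0.28 for the mesenchymal and -0.42 for the epithelial list. With the correlation between genes estimated, neither list passed 0.05 (unadjusted camera p of 0.0726 and 0.0700). A shift toward mesenchymal expression in Notch3IC cells is a hypothesis that the other tests leave open.

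Itgax, Itgal and Itgad are integrins of leukocytes, and had totals of 93, 5 and 7 counts in the Notch3IC libraries against 0, 1 and 0 in Control. Leukocytes in the cultures would bring their abundant transcripts at a higher level than Itgax. The median total of 6 of these (Ptprc, Tyrobp, Fcer1g, Laptm5, Lyz2 and Cd74) was 13 counts in the Notch3IC libraries, with 2 for Ptprc and 38 for Cd74, which argues against leukocytes as the source of the Itgax counts. Of the list of leukocyte genes 3 were tested, with a median of -0.40 (adjusted p of 0.970), and Csf1r was called higher (1.52), with 35 counts in Control and 96 in Notch3IC. Csf1r was not among the transcripts the test had set. Expression of these genes by the tumor cells themselves was not tested.

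Reads of the Notch3IC insert counted on Notch1 could raise Notch1. In windows of 100 bases along the 1965 bases of the insert's mouse coding sequence, the closest match to a Notch1 transcript still had 14 mismatches, and the closest to Notch2 had 17. Shared reads are thus not a likely source of the rise of Notch1, on the premise that the insert is the mouse sequence. The paper's last codon is the last of the mouse transcript.

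The proliferation list had a median log2 fold change of -0.03 with 10 of 27 genes higher (adjusted p of 0.566), and no gene was called, also when adjusted over the list alone, or had an unadjusted p under 0.05. The interferon list had a median of 0.29 with 12 of 16 genes higher (adjusted p of 0.231) and medians of 0.69, -0.60, 0.52 and 0.48 in Sets 1 to 4. Adjusted over the list alone, Isg15 was higher (1.02) and Oasl2 lower (-1.34), and over all genes tested none was called, with 5 at an unadjusted p under 0.05. The 3 other genes with the largest falls by rule after Gda (-2.73) and Msln (-2.60) were Map3k9 (-2.56), Ccdc88c (-2.35) and Bhlha15 (-2.28).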
